# Mincle receptor in macrophage and neutrophil contributes to the unresolved inflammation during the transition from acute kidney injury to chronic kidney disease

**DOI:** 10.3389/fimmu.2024.1385696

**Published:** 2024-05-17

**Authors:** Cui Wang, Yilin Zhang, Anran Shen, Taotao Tang, Ning Li, Chuanhui Xu, Bicheng Liu, Linli Lv

**Keywords:** unresolved inflammation, Mincle, macrophage, neutrophil, acute kidney injury, chronic kidney disease

## Abstract

**Background:**

Recent studies have demonstrated a strong association between acute kidney injury (AKI) and chronic kidney disease (CKD), while the unresolved inflammation is believed to be a driving force for this chronic transition process. As a transmembrane pattern recognition receptor, Mincle (macrophage-inducible C-type lectin, Clec4e) was identified to participate in the early immune response after AKI. However, the impact of Mincle on the chronic transition of AKI remains largely unclear.

**Methods:**

We performed single-cell RNA sequencing (scRNA-seq) with the unilateral ischemia-reperfusion (UIR) murine model of AKI at days 1, 3, 14 and 28 after injury. Potential effects and mechanism of Mincle on renal inflammation and fibrosis were further validated *in vivo* utilizing Mincle knockout mice.

**Results:**

The dynamic expression of Mincle in macrophages and neutrophils throughout the transition from AKI to CKD was observed. For both cell types, Mincle expression was significantly up-regulated on day 1 following AKI, with a second rise observed on day 14. Notably, we identified distinct subclusters of Mincle^high^ neutrophils and Mincle^high^ macrophages that exhibited time-dependent influx with dual peaks characterized with remarkable pro-inflammatory and pro-fibrotic functions. Moreover, we identified that Mincle^high^ neutrophils represented an “aged” mature neutrophil subset derived from the “fresh” mature neutrophil cluster in kidney. Additionally, we observed a synergistic mechanism whereby Mincle-expressing macrophages and neutrophils sustained renal inflammation by tumor necrosis factor (TNF) production. Mincle-deficient mice exhibited reduced renal injury and fibrosis following AKI.

**Conclusion:**

The present findings have unveiled combined persistence of Mincle^high^ neutrophils and macrophages during AKI-to-CKD transition, contributing to unresolved inflammation followed by fibrosis via TNF-α as a central pro-inflammatory cytokine. Targeting Mincle may offer a novel therapeutic strategy for preventing the transition from AKI to CKD.

## Introduction

As a widespread clinical syndrome with acute renal dysfunction, acute kidney injury (AKI) could progress to chronic kidney disease (CKD) with high risk, which is characterized with fibrotic structural lesions (1). However, the mechanism underlies the progression from AKI to CKD remains unclear. Inflammation plays a dual role, being essential for renal repair while also acting as a potential driver of sustained kidney damage leading to CKD (2–5). Therefore, depicting the mechanism of unresolved inflammation during this chronic transition process is of great significance.

The onset of AKI prompts an immediate and robust innate inflammatory response characterized by rapid recruitment of neutrophils and natural killer cells followed by infiltration and activation of monocytes/macrophages and resident dendritic cells, which further stimulate the adaptive immune responses (3, 6). The innate immunity triggered by AKI produce a spectrum of inflammatory mediators, meanwhile, damage-associated molecular patterns (DAMPs) facilitate the recruitment and/or persistence of various inflammatory cells (3, 7). As the disease progresses, if injury is not resolved, prolonged inflammation can result in maladaptive repair and subsequent uncontrolled fibrosis (8–10). However, the precise mechanism driving the formation of the inflammatory milieu and the role of innate immune cells in the unresolved situation have yet to be completely delineated. Phenotypic and functional plasticity of innate immune cells increase the complexity of the context. Recently, emerging single-cell genomic studies have provided novel insights into the heterogeneity of innate immune cells during the process of renal inflammation and fibrosis (11–14).

Mincle (macrophage-inducible C-type lectin, Clec4e), recognized as a pattern recognition receptor is mainly expressed in innate immune cells including monocytes/macrophages, neutrophils and dendritic cells (15–17). Previous researches have uncovered the significant involvement of Mincle in both infectious diseases and sterile inflammation, wherein it prompts the secretion of pro-inflammatory cytokines and chemokines upon activation by its ligands encompassing pathogen-associated molecular patterns (PAMPs) or DAMPs (18–20). We have previously reported that Mincle could induce aggravated renal inflammation in the context of AKI by maintaining pro-inflammatory phenotype of macrophages, thereby contributing to the deterioration of kidney injury (21, 22). Importantly, Mincle was suggested to recognize β-glucosylceramide and free cholesterol released from dead tubular cells, thereby contributing to the cell death-induced sustained inflammation and renal atrophy (23). However, given the diversity and heterogeneity of innate immune cells, the dynamic profiling of Mincle in distinct populations of these cells and their contribution to the chronic progression of AKI after the initial kidney injury remains poorly understood.

Here, we applied single-cell RNA sequencing (scRNA-seq) and spatial transcriptomics in a unilateral ischemia-reperfusion (UIR) murine model of AKI at days 1, 3, 14 and 28 after injury. This study unveiled the combined persistence of Mincle^high^ neutrophils and macrophages during AKI-to-CKD transition, contributing to unresolved inflammation followed by fibrosis via tumor necrosis factor (TNF) as a central pro-inflammatory cytokine. Mincle-deficient mice showed improved renal pathology and reduced extracellular matrix deposition, suggesting that targeting Mincle may offer a novel therapeutic avenue for halting chronic progression of AKI.

## Materials and methods

### Preparation of single-cell suspension

Each kidney sample from three mice was minced and digested using the Multi Tissue dissociation kit (Miltenyi, 130-110-203), followed by homogenization through syringe-based mechanical disruption. The kidney tissue was enzymatically digested using a mixture of collagenase I, collagenase IV, and hyaluronidase in 1640 medium (Gibco, USA) at 37°C for 40 minutes while suppressing the response with 10% fetal bovine serum (FBS). The resulting dissociated solution was passed through 70-μm cell strainer and then was centrifuged at 400g for 5min at 4°C to collect the cell pellet. To remove any remaining erythrocytes, the red blood cell (RBC) lysis solution (Miltenyi,130-094-183) was applied on ice. Finally, the single-cell suspension was obtained with over 90% viability as detected by Countstar (Alit Biotech, Rigel S2).

### Single-cell RNA-seq library generation and sequencing

This process was performed by CapitalBio Technology in Beijing. The harvested cell suspension was processed with the Chromium single-cell controller (10x Genomics, GCG-SR-1) and the Single Cell G Chip Kit (10x Genomics, 1000120) to generate the single-cell gel beads in the emulsion. The reverse transcription was performed with the S1000TM Touch Thermal Cycler (Bio Rad) following a procedure of 53°C for 45 minutes, 85°C for 5 minutes and a subsequent hold at 4°C. The official library kit (Single Cell 3’ Library and Gel Bead Kit V3.1) was applied to construct the libraries intended for single-cell RNA-seq analysis. After the cDNA synthesis and amplification, the cDNA quality assessment was analyzed using Agilent 4200 instrument, and then sequenced on an Illumina Novaseq 6000 sequencer with paired-end reads of length 150 bp. The minimum sequencing depth per cell required was set at 100,000 reads.

### Analysis of single-cell RNA-seq data

#### Alignment and quality control

The cleaned raw FASTQ files underwent alignment to the mm10 (Ensembl GRCm38.93) reference genome and quantification using CellRanger (Version 6.0). Following data quality control, preprocessing, and dimensional reduction analysis performed by Seurat, a merged gene-cell data matrix was generated from all 15 matrices, comprising 12 UIR samples and 3 control samples. Prior to downstream analysis, low-quality cells with fewer than 200 expressed genes or mitochondrial gene percentages exceeding 25% were excluded. The remaining high-quality cell barcodes were exported.

#### Identification of marker genes and differentially expressed genes (DEGs)

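Droplets were called as cells in each of the 5 sequencing libraries, and 70368 were kept. Of these, 515 had fewer than 200 genes and 12169 had more than 25% of their counts on the 13 mitochondrial genes. The 57684 cells left were spread over libraries 1 to 5 as 10020, 11311, 18995, 8236 and 9122 cells. Median depth was 4609 unique molecular identifiers (UMIs) and 1695 genes per cell, and the library medians lay between 4038 and 5344.5 UMIs. Without the calling step, the 2 filters alone kept 128295 droplets, 61437 of them in library 3. In data simulated from library 3 over 32285 genes, the calling step kept 2000 of 2000 deep cells, 991 of 1000 shallow cells and 4 of 4000 empty droplets. The simulated empty droplets followed the ambient profile that the step tests against, so real empty droplets that differ from it were not covered.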

For subsequent analysis, the remaining 60,010 high-quality single cells underwent a repeated Seurat process to generate the final dataset. The identification of DEGs in cell clusters was performed using the FindAllMarkers function implemented in the Seurat package. A comprehensive list of cell markers was employed for cell type annotation of all identified clusters in the final dataset.

#### Cell sub-clustering analysis

For cell sub-clustering, the entire Seurat pipeline was re-executed with identical parameters only in the barcodes of cells labeled as monocyte/macrophage and neutrophil. As a result, a total of 7 distinct subclusters of the monocyte/macrophage populations and 3 distinct subclusters of the neutrophil populations were identified.

#### Enrichment analysis

The GO (gene ontology) pathway enrichment analysis was conducted by the KOBAS software incorporating the Benjamini-Hochberg multiple testing adjustment. The top 50 DEGs (**Supplementary Table S1**) of each cluster were used as input for the enrichment. The obtained results were visualized using the R package.

#### The scoring of gene sets in scRNA-seq data

Gene sets comprising relevant markers were collected from previously relevant literatures in combination with GO database (**Supplementary Table S2**). The Seurat package’s “AddModuleScore” function was used for gene set scores of each cell cluster.

#### Cell trajectory analysis

The inference of cell developmental trajectory was conducted using RNA velocity according to the instructions (24). The state of mRNA over time can be inferred by RNA Velocity through the analysis of dynamic changes in alternative splicing of mRNA. Specifically, by incorporating both spliced and unspliced data, we employed the Python-based Velocyto command-line tool and the Velocyto.R package to calculate the RNA velocity and visualize it on the uniform manifold approximation and projection (UMAP) graph.

#### Ligand–receptor interaction analysis

The CellChat library was utilized to analyze cell-to-cell communication based on single-cell transcriptome data, enabling an investigation into inter-cellular cross-talk among diverse cell types (25). To forecast ligand-receptor interactions specific to each cell type, we employed the Python package CellChat with database v1.1.3. We considered only receptors and ligands expressed in over 5% of cells for analysis and visualization.

### Spatial transcriptome sequencing

This process was performed by CapitalBio Technology in Beijing. The kidney cryosections (10μm thickness) were carefully positioned on the Thermocycler Adaptor with the active surface facing upwards and incubated at 37°C for 1 minute. Subsequently, they were fixed in -20°C methyl alcohol for 30 minutes. The Visum spatial gene expression slide and Reagent Kit (10x Genomics, PN-1000184) were utilized for processing the Visum spatial gene expression analysis. A volume of 70 μl of permeabilization enzyme was introduced and incubated at 37°C for 30 minutes. A total volume of 100 μl of SSC was used to rinse each well, after which 75 μl of reverse transcription Master Mix was added for cDNA synthesis. Upon completion of first-strand synthesis, the RT Master Mix was removed from the wells. A subsequent step involved incubating each well with 75 μl of a solution containing 0.08 M KOH at room temperature for 5 minutes, followed by removal of KOH and washing with EB buffer (100 μl). In the process of second-strand synthesis, each well received an addition of Second Strand Mix (75 μl). The cDNA amplification procedure was conducted using a Bio Rad S1000TM Touch Thermal Cycler. The Visum spatial libraries were generated utilizing the Visum spatial Library construction kit (10x Genomics, PN-1000184) and sequenced on Illumina Novaseq 6000 sequencer with at least 100,000 reads per spot and paired-end reads of length 150 bp. The gene list for calculation of fibrosis score and inflammation score was based on **Supplementary Table S2**.

### Animals

The Mincle genetic (WT&KO) mice, bred on the C57BL/6J genetic background, were generously provided by Dr. Sho Yamasaki from Osaka University in Osaka, Japan (26). Male C57BL/6J mice, aged 6-8 weeks and weighing 20-25g, were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. The mice were housed in a pathogen-free environment under a 12-hour light/dark cycle and provided with standard mouse diet and water ad libitum. All animal experiments conducted in this study received ethical approval from the Committee on the Ethics of Animal Experiments at Southeast University.

### Renal unilateral ischemic reperfusion injury model

The mice were allocated into distinct groups at random, and the same researchers carried out every surgical procedure. The abdomen was surgically opened under anesthesia to establish the UIR model. The warm renal ischemia was initiated by applying arterial clips on the left renal pedicle for 35 minutes on a 37°C-warming pad, while maintaining the integrity of the right kidney. Throughout the procedure, strict measures were taken to maintain a consistent core body temperature of mice at 36.8-37.2°C using a rectal probe for monitoring purposes. Sham-operated mice underwent identical surgical procedures, excluding the application of microaneurysm clamps. Kidney samples were collected on days 1, 3, 14, and 28 following UIR induction.

### Histopathological analysis

The kidney sections (4um) that had been fixed in formalin and embedded in paraffin were processed for periodic acid-Schiff (PAS), and Masson’s trichrome staining according to a standardized protocol. Two experienced pathologists performed the renal histopathological analysis in a blinded manner. The evaluation of renal histopathological damage included assessment of brush border loss, tubular dilation, cast formation, and tubular necrosis in 10 randomly selected tissue sections per mouse. The extent of tubular damage was evaluated using a semiquantitative scoring method to assess renal injury as a percentage: 0, no damage; 1, 10%; 2, 10–25%; 3, 25–75%; 4, >75%. Interstitial fibrosis was indicated by blue area observed in Masson staining. Renal fibrosis was quantified in at least five sections per mouse by Image J software.

### Cell experiments

A mouse macrophage cell line Raw264.7 (ATCC) was used for *in vitro* study. Raw264.7 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM; Gibco) supplemented with 1%(v/v) penicillin-streptomycin (P/S, Gibco) and 10% FBS (10099141C, Gibco). *Clec4e* knockdown in Raw264.7 cell was achieved by using lentivirus shRNA (Target sequence: CCTTTGAACTGGAAACATT) targeting the *Clec4e* gene purchased from GeneChem (Shanghai, China). 

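The target sequence CCTTTGAACTGGAAACATT is 19 bases long. Among 141767 mouse transcripts of GENCODE vM21 (GRCm38), 5 held it without a mismatch, all of them transcripts of Clec4e, and 0 held its reverse complement. In the Clec4e transcript ENSMUST00000032239.10, which has 2518 bases in 6 exons, it covers bases 363 to 381 in exon 4, and all 19 bases are coding. On the genome the site spans positions 123286321 to 123286339 of chromosome 6, minus strand. The search looked for exact matches only, and no RNA sequencing of Raw264.7 cells was used here.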

Non-silencing lentivirus shRNA was used as a nonsense control (NC). Lentiviruses expressing *Clec4e* and nonsense control (NC’) constructed in the GV492 vector were purchased from Genechem (Shanghai, China). Raw264.7 cells infected with lentivirus (MOI=100) were stimulated with LPS (100ng/ml, L2630, Sigma) for 12h and then were applied for the following detection through RT-qPCR and immunofluorescence.

### Immunofluorescence staining

Prior to immuno-staining, antigen retrieval for all paraffin-embedded kidney sections was conducted using the microwave heating method in EDTA (MVS-0098, MXB Biotechnologies, Foochow, China). For immunofluorescence staining, formaldehyde-fixed kidney sections were incubated with primary antibodies against Mincle (CLEC-4E (B-7): sc-390806, Santa Cruz, USA), CD68 (ab125212, Abcam, UK), Ly6G (GB11229-100, Servicebio, CN), TNF-α (ab1973, Abcam, UK), Megalin (sc-515772,Santa Cruz, USA), α-SMA (ab5694, Abcam, UK). Raw264.7 cells seeded on the cover glasses were incubated with primary antibody against TNF-α (ab1973, Abcam, UK). Subsequently secondary antibodies were applied and DAPI was employed to stain cell nuclei. Immunostained samples were observed under a confocal microscope (FV3000, Olympus).

### Flow cytometry analysis

The Mincle-positive immune cell population in UIR kidney was quantified using flow cytometry. In brief, kidney samples were minced and enzymatically digested using the gentleMACS™ octo dissociator (Miltenyi Biotec) along with the multi tissue dissociation kit (Miltenyi, 130-110-203), followed by a 30-minute incubation at 37°C. The resulting cell suspension was filtered through 70-μm cell strainers and washed with wash buffer (PBS containing 2% FBS and 2 mM EDTA). Erythrocytes were eliminated using RBC lysis buffer (00-4333-57, eBioscience™), and cell viability was detected with Live/Dead-Fixable Viability Stain 780 (BD Biosciences, Cat. No. 565388). After blocking nonspecific Fc binding with FC Block (553141, BD Biosciences), cell suspensions were then incubated with CD45-BV510 (103138, Biolegend), CD11b-FITC (101206, Biolegend), F4/80-BV421 (565411, BD Biosciences), Ly6G-PerCP-cy5.5 (127615, Biolegend) for 30min at 4°C. For Mincle, we applied the primary anti-Mincle antibody (D266-3, MBL) and then incubated with the Alexa Fluor 647-conjunted second antibody (ab150167, abcam, UK). Flow cytometry was performed on FACSymphony A5 SORP (BD Biosciences) and data was analyzed with FlowJo software.

### Quantitative real-time PCR

The total RNA was extracted from mouse kidney samples and Raw264.7 cell lysate using RNAiso Plus (Vazyme, Nanjing, China) following the manufacturer’s protocols. Subsequent reverse transcription and quantitative real-time PCR were performed using 5× HiScript III qRT SuperMix and 2× ChamQ SYBR qPCR Master Mix (Vazyme, Nanjing, China). The expression levels of β-actin were used for data normalization, and the primers utilized in RT-qPCR were listed in **Supplementary Table S3**.

### Statistical analysis

The data were presented as the mean ± standard deviation (SD). Statistical analysis was conducted using t-test or one-way analysis of variance (ANOVA) with GraphPad Prism 9.0 software. A significance threshold of P < 0.05 indicated statistical significance.

## Results

### The expression of Mincle exhibited a biphasic pattern during the progression of renal fibrosis

To explore the dynamics and functional role of Mincle in the progression of AKI to CKD, we established a UIR-induced mouse model (**Figure 1A**). We observed remarkable renal interstitial collagen deposition on day 14, indicating the development of renal fibrosis which was aggravated on day 30 (**Figures 1B, D**). Meanwhile, a time-dependent dynamic expression of Mincle during the AKI-to-CKD transition process was noted by immunofluorescence staining (**Figures 1C, E**). We observed a biphasic pattern of Mincle expression following AKI, characterized by a sharp increase on the first day and a subsequent second peak at day 14. The Pearson correlation coefficient analysis indicated a positive association between Mincle and the extent of fibrosis suggesting potential involvement of Mincle in the chronicity of AKI (**Figure 1F**).

**Figure 1:**
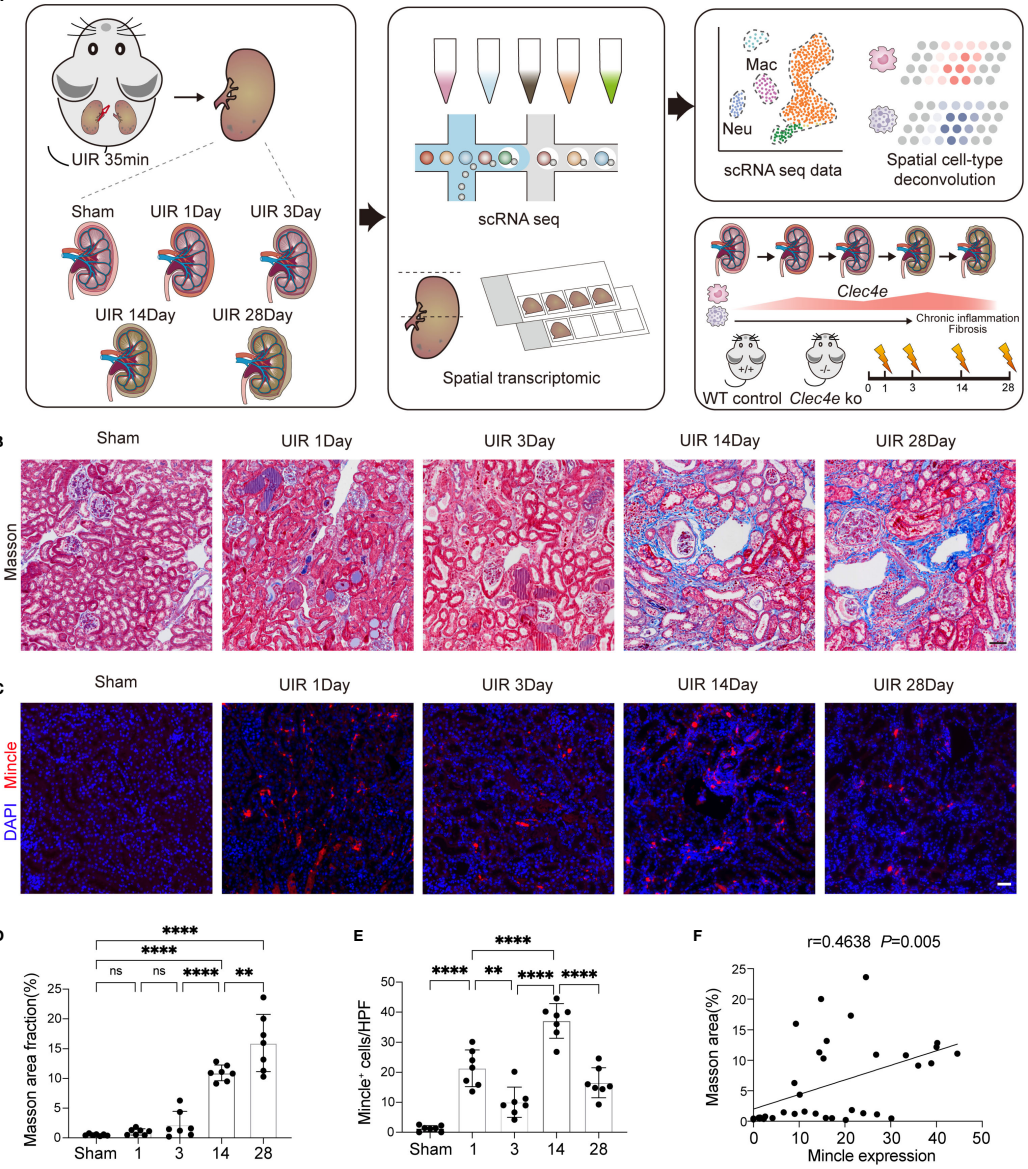
The expression of Mincle exhibited a significant correlation with kidney fibrosis. **(A)** Design and workflow of this study. The transition from AKI to CKD was experimentally induced in mice through UIR. Kidney samples collected at days 1, 3, 14, and 28 post-UIR, along with sham kidneys, were subjected to the 10x chromium single-cell and visium spatial transcriptomic procedures. Validation experiments were conducted in Mincle WT and KO mice. **(B, D)** Masson staining and quantification of kidney at various time points post-UIR. n=7. Scale bar, 50μm. **(C, E)** Representive immunofluorescencent images and quantification of Mincle (labeled in red) in kidney at various time points post-UIR. n=7. Scale bar, 50μm. **(F)** The correlation analysis between fibrosis severity, as indicated by masson area fraction, and Mincle expression was conducted. n=35. Data were presented as mean ± SD. ns, no significance, **p < 0.01, ****p < 0.0001.

### The single-cell transcriptional analysis revealed the comprehensive landscape of Mincle expression in macrophages and neutrophils

Single-cell RNA sequencing analysis was performed to investigate the landscape of Mincle expression in cell clusters (**Figure 1A**). 

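The 5 conditions were sham and UIR (35 min of ischemia) with kidneys taken on day 1, day 3, day 14 or day 28, each listed as 1 sample. The paper states that each kidney sample came from 3 mice, and the labels do not settle whether these were pooled before capture. Single cells were captured with 10x Chromium 3' chemistry, in which UMIs count transcripts. The authors aligned the reads to mm10 with Cell Ranger and deposited 1 matrix of raw counts, with 32285 genes and 10474594 droplet barcodes. Cell calling and cell filters had not been applied to it. A number from 1 to 5 at the end of each barcode separates the libraries, and the labels used here do not tie these numbers to sham or to a day after UIR. All cells were therefore treated as 1 pooled sample. Nothing is given by time point, no test was run, and libraries are named by number only. They held 84355676, 82749027, 139382799, 82426945 and 94100876 UMIs.

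Cells were clustered on 2000 variable genes without Clec4e and Tnf, so that neither gene shaped the groups it is compared across. Clusters were named, with the ending -like, from markers of kidney and immune cell types. Expression is in CPM, for which UMIs are summed over the cells of a group and scaled to the group's total, with an exact Poisson 95% interval. Ratios are log2 with an exact conditional binomial interval, and shares of cells have a Clopper-Pearson interval. These intervals cover counting error only and not differences between mice. Those of CPM and of ratios also treat UMIs as independent and leave out the spread between cells, so they can be too narrow. Values within a library are given where each group had at least 20 cells.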

Our findings revealed that Mincle was mainly expressed in the populations of monocytes/macrophages and neutrophils in the kidney displaying a time-dependent pattern (**Figures 2A, B**). 

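Clec4e, the gene of Mincle (ENSMUSG00000030142), spans positions 123281789 to 123289870 of chromosome 6 in GRCm38, minus strand. The 57684 cells formed 27 clusters. Of these, 1 was neutrophil-like (1730 cells, led by S100a9, S100a8 and Retnlg) and the monocyte/macrophage-like class (2085 cells) was made of cluster 13, led by Lyz2, Pf4 and Ccl6, and cluster 18, led by C1qa, C1qc and C1qb. Clec4e was at 903 CPM (95% interval 873 to 934) in neutrophil-like cells and at 142 CPM (135 to 150) in monocyte/macrophage-like cells. A sub-cluster rich in tubule transcripts, named Neu 3-like below, lowers the value of neutrophil-like cells. It was at 224 CPM and held 1651320 of their 3724526 UMIs. Cluster 13 was at 194 CPM (183 to 204) and cluster 18 at 22.9 CPM (17.7 to 29.1). Dendritic-like cells, a class the paper does not show, were at 22.2 CPM (17.2 to 28.1) and T/NK-like cells at 3.26 CPM (1.82 to 5.37). The other named classes lay between 0.361 CPM in proximal tubule-like cells and 2.81 CPM in injured epithelial-like cells. Clusters that kept no name were at 1.86 CPM over 12233 cells.

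A Clec4e UMI was found in 63.8% of neutrophil-like cells (61.5 to 66.1) at a median depth of 1340 UMIs and in 26.0% of monocyte/macrophage-like cells (24.1 to 27.9) at 3425 UMIs. In proximal tubule-like cells, taken as a class that should lack the transcript, the share was 0.221% (0.173 to 0.278) at 5393 UMIs. After each cell was thinned to 1000 UMIs, 727 of 1363 neutrophil-like and 219 of 1763 monocyte/macrophage-like cells had a Clec4e UMI.

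The log2 ratio of neutrophil-like to monocyte/macrophage-like cells was 2.66 (2.57 to 2.76), and within libraries 1 to 4 it was 3.70, 3.56, 1.65 and 2.45. Library 5 held 7 neutrophil-like cells. Among the alternatives on this scale, leaving out the cells with the highest Scrublet doublet scores, chosen after seeing the data, moved the ratio most, to 3.14. The change of Mincle over time was not analysed here.

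**Figure D1:**
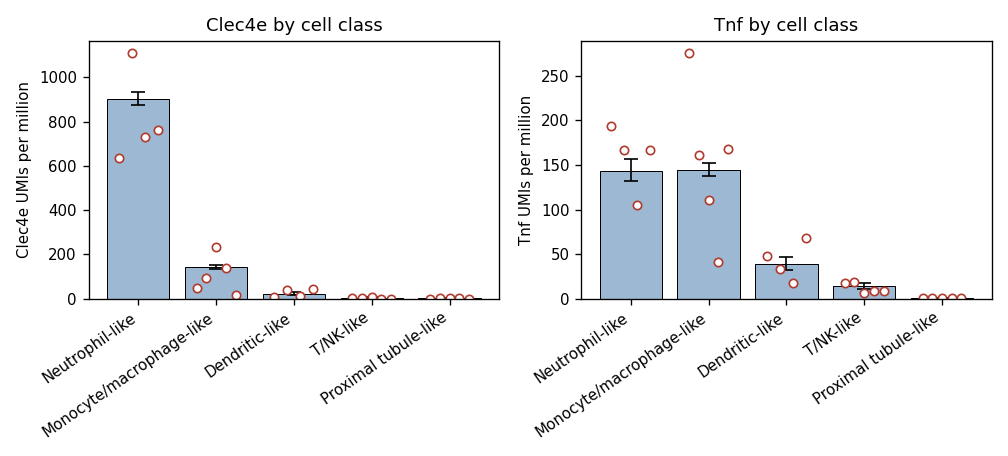
Clec4e (left) and Tnf (right) in 5 cell classes, in CPM over all cells of a class, with Poisson 95% intervals. Open circles are single libraries with at least 20 cells of the class.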

The Mincle expression in monocytes/macrophages and neutrophils exhibited a rapid increase on the first day post-UIR injury. However, the expression of Mincle was observed to be down-regulated in total monocytes/macrophages as disease progressed (**Figures 2A, B**), which may attribute to the decreased expression in monocyte cluster (**Supplementary Figures S1A, B**). Interestingly, unlike monocytes/macrophages, Mincle in neutrophils exhibited a sustained elevation and demonstrated a secondary peak of up-regulation on day 14 (**Figures 2A, B**). The biphasic pattern of Mincle expression on day1 and 14 suggested their critical role in the acute phase as well as the transition point towards chronicity.

**Figure 2:**
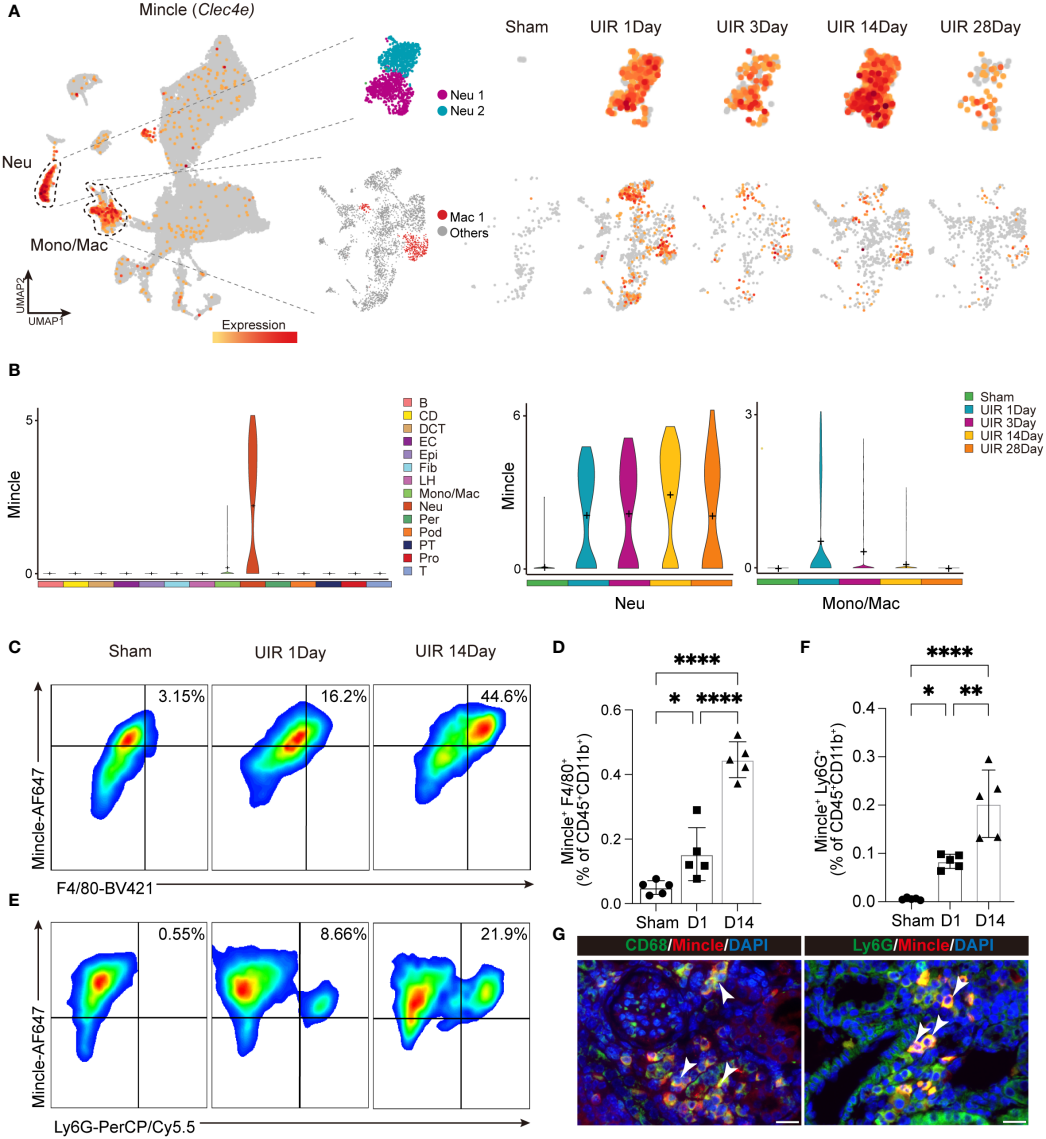
Dynamic expression of Mincle in macrophage and neutrophil. **(A, B)** The UMAP projection and violin plot suggesting expression of Mincle (*Clec4e*) in all different identified cell clusters and specific expression in neutrophil and monocyte/macrophage at different time points post injury. B, B cell; CD, collecting duct; DCT, distal convoluted tubule; EC, endothelial cell; Epi, epithelial cell; Fib, fibroblast; LH, loop of Henle; Mono/Mac, monocyte/macrophage; Neu, neutrophil; Per, pericyte; Pod, podocyte; PT, proximal tubule; Pro, proliferation cell; T, T cell. **(C–F)** Flow cytometry analysis revealing the quantification of Mincle-positive macrophages and neutrophils in the kidney from AKI to CKD (Sham, day 1 and day 14). n=5. **(G)** Representative immunofluorescence staining of CD68^+^Mincle^+^ and Ly6G^+^Mincle^+^ cells in kidney of day 14 post-UIR. CD68&Ly6G, green; Mincle, red. Scale bar, 20μm. Data were presented as mean ± SD. *p < 0.05, **p < 0.01, ****p < 0.0001.

To validate the findings of single-cell sequencing data, we employed flow cytometry analysis and identified a notable increase in the recruitment of Mincle-positive F4/80^+^ macrophages and neutrophils on day 1 following AKI, which further augmented on day 14 (**Figures 2C–F**). Immunofluorescence staining also displayed a large number of macrophages and neutrophils expressing Mincle in renal interstitium on day 14 (**Figure 2G**). Overall, single-cell RNA sequencing analysis unveiled a dynamic profile of Mincle expression, predominantly exhibited by macrophages and neutrophils, throughout the process of AKI-to-CKD transition.

### High Mincle-expressing neutrophils and macrophages were characterized with pro-inflammatory and pro-fibrotic signatures

Further analysis was subsequently conducted to delineate the characteristics of cell clusters expressing Mincle. 

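Sub-clustering of the neutrophil-like cells at a Leiden resolution of 0.5 gave 4 sub-clusters, N1 to N4, of 680, 647, 226 and 177 cells. Names come from genes the paper gives for its subsets: Ccl3, Ccl4, Siglecf, Il1rn, Icam1, Il1a, Ccrl2 and Ctsb for Neu 1-like, Retnlg, Slpi, S100a8, S100a9, Lcn2, Ccl6, Mmp8 and Lrg1 for Neu 2-like, and genes printed for Neu 3 in Figure 3D, such as Keg1, Rida, Slc27a2 and Miox, for Neu 3-like. Sub-clusters N1 and N4 took the name Neu 1-like (857 cells), N2 Neu 2-like and N3 Neu 3-like. The levels of these genes are therefore not given as results. Leading genes were Scimp, Nr4a3 and Bcl2a1d in N1, Retnlg, Wfdc17 and Mmp8 in N2, Gm45792, Ccn1 and Tmem252 in N3, and Ccl3, Pdcd1lg2 and Atp6v0d2 in N4. Library 2 supplied 73.5% of N1 and 78.5% of N4, and library 3 supplied 76.5% of N2. A difference between Neu 1-like and Neu 2-like cells can thus also be a difference between libraries. It is given within libraries 2, 3 and 4 as well, which held 639, 26 and 131 Neu 1-like and 35, 495 and 97 Neu 2-like cells.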

By performing sub-clustering analysis, neutrophils were partitioned into 3 subsets displayed in UMAP plots (**Figure 3A**). The cell fraction of neutrophil cluster 1 and cluster 2 (referred to as Neu 1 and Neu 2) exhibited a significant increase on day 1, followed by obvious decline by day 3. However, with disease progression, they displayed a peak on day 14 (**Figure 3B**). Next, gene set scores were established in regard to cell maturation, activation, aging, apoptosis, phagocytosis, and chemotaxis (related genes in **Supplementary Table S2**), Neu 1 and Neu 2 were identified as mature neutrophil subsets with phagocytic function (**Figure 3C**). 

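Module scores were made in the AddModuleScore form, the mean log-normalized level of a gene set minus that of control genes, and are given as mean (standard deviation over cells). The matrix held 48 of the 50 maturation genes, Clec4e among them, 38 of 38 phagocytosis genes and 235 of 236 apoptosis genes of Supplementary Table S2. Maturation was 0.945 (0.430) in Neu 1-like, 1.00 (0.349) in Neu 2-like and 0.150 (0.245) in Neu 3-like cells. Phagocytosis was 0.134 (0.114), 0.0728 (0.105) and −0.0971 (0.0782), and apoptosis 0.0762 (0.0357), 0.0532 (0.0340) and 0.0254 (0.0283), in the same order. Retnlg, Slpi, Ccl6 and Mmp8 of the maturation set and Ccl3 of the apoptosis set also name the sub-clusters, so part of these differences is built in. Neu 3-like cells were deeper, and with every cell thinned to 1000 UMIs the maturation difference of Neu 1-like and Neu 2-like from Neu 3-like cells was 0.750 and 0.815.

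The maturation difference, Neu 1-like minus Neu 2-like, was −0.0564, and within libraries 2, 3 and 4 it was 0.0218, −0.158 and −0.481. An upper limit of 10% mitochondrial counts moved it most, to −0.465, and leaving all genes of Table S2 out of the clustering features turned it to 0.0384. For phagocytosis the difference was 0.0610 (0.0713, 0.0299 and 0.0141 within the libraries) and for apoptosis 0.0230 (0.0299, 0.0111 and −0.00190). Leaving out the cells with the highest Scrublet scores, chosen after seeing the data, turned these differences to −0.0311 and −0.000399.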

Neu 2 displayed early activation and chemotaxis characteristics while Neu 1 was more likely to represent an “aged” subset of neutrophils characterized with high level of *Cxcr4* and low level of *Sell* (27) (**Figure 3C**). However, Neu 3 may represent a small subset of immature or renal-resident neutrophils with undefined function (**Figure 3C**). Therefore, we focused on Neu 1 and Neu 2 in the following analysis.

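Cxcr4 (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293, minus strand) was at 179 CPM in Neu 1-like and 83.5 CPM in Neu 2-like cells, a log2 ratio of 1.10 (95% interval 0.72 to 1.49). Within libraries 2, 3 and 4 the Cxcr4 ratio was 0.53, −1.61 (−6.94 to 0.93) and 0.19. With the number of sub-clusters set to the paper's it turned to −0.15, and without the cells of highest Scrublet score, chosen after seeing the data, to −0.62.

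The aging score, from 8 of 9 genes with Cxcr4 and Icam1 among them, was 0.0371 (0.341) in Neu 1-like and −0.171 (0.298) in Neu 2-like cells, and the difference within the libraries was 0.223, 0.0581 and 0.191. Icam1 also names Neu 1-like cells, so part of this difference and of its stability over settings is built in. Only the setting without the cells of highest Scrublet score turned it, to −0.00898. Activation (39 of 40 genes) was 0.180 (0.122) and 0.138 (0.117), with 0.0696, 0.00860 and −0.0231 within the libraries. The activation difference of 0.0422 turned to −0.0391 with at most 10% mitochondrial counts, −0.0267 with the paper's number of sub-clusters, −0.0337 with Clec4e and Tnf as features and −0.0377 without Scrublet doublets. Chemotaxis (99 of 104 genes, with Ccl3, Ccl4, S100a8, S100a9 and Ccl6 of the naming genes among them) was 0.297 (0.108) and 0.316 (0.0938), and the difference of −0.0196 was 0.0403, −0.0161 and −0.0356 within the libraries. Without Table S2 genes among the features it was 0.000702.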

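The 226 Neu 3-like cells had a median depth of 6358.5 UMIs, against 1259 in N1, 1314 in N2 and 1261 in N4. Beside neutrophil markers (92.7 UMIs per cell, 89.6 in N1) they held 358 UMIs per cell of proximal tubule markers, against 8.01 in N1, 25.5 in N2 and 8.95 in N4. The genes that name this sub-cluster include tubule genes, so part of this contrast is built in. Their median Scrublet doublet score was 0.406, against 0.0754 in Neu 1-like and 0.106 in Neu 2-like cells. At a doublet rate of 0.8% per 1000 kept cells of a library, 184 of the 226 cells would be left out. They came from libraries 1 to 5 as 8, 93, 89, 32 and 4 cells.

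**Figure D2:**
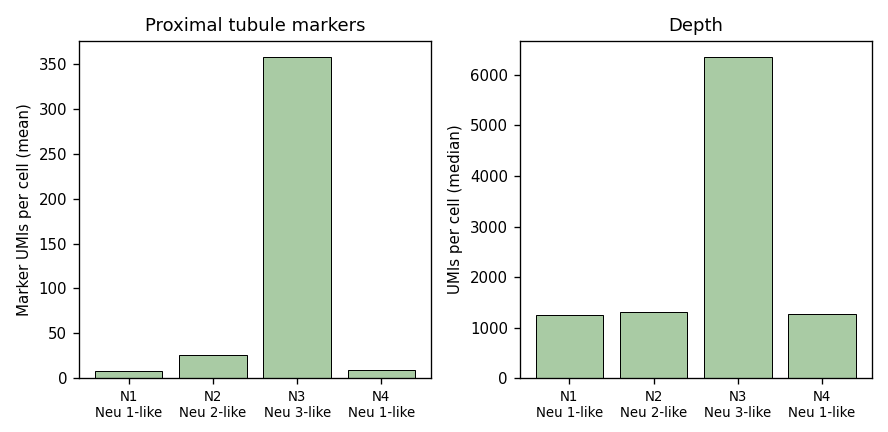
Mean UMIs per cell of proximal tubule markers (left) and median UMIs per cell (right) in the 4 neutrophil sub-clusters.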

**Figure 3:**
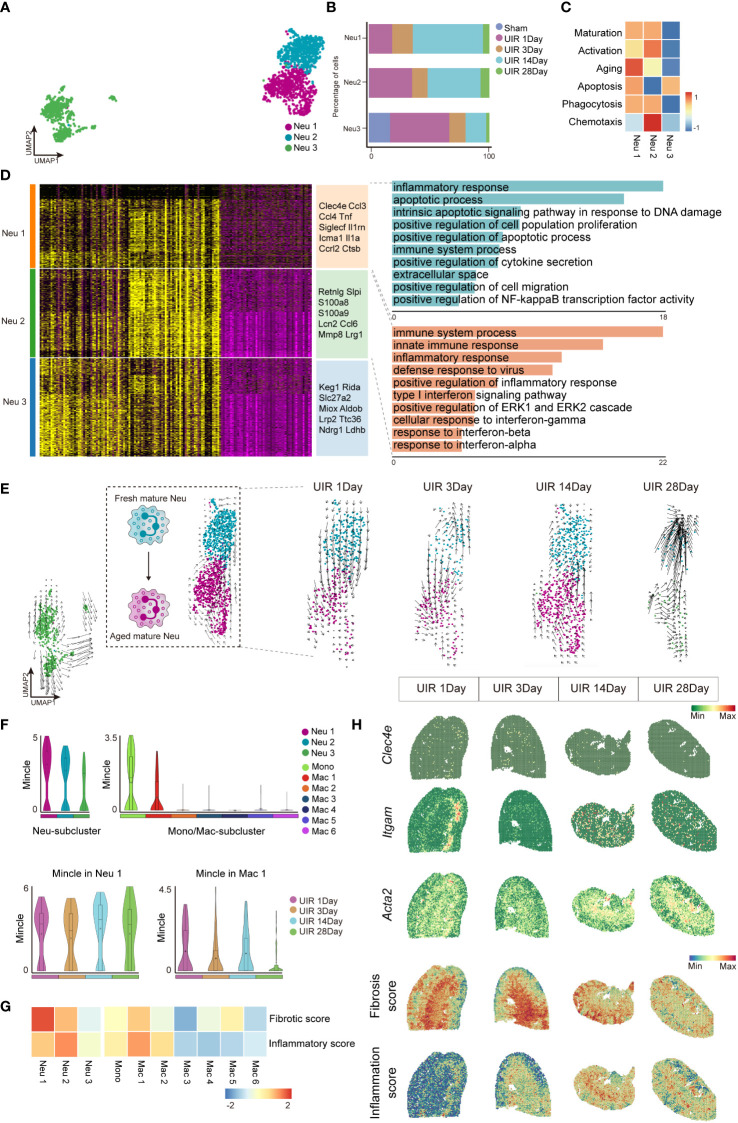
Neutrophils and macrophages expressing high levels of Mincle exhibited pro-inflammatory and pro-fibrotic signatures. **(A)** UMAP plot of all clusters of neutrophils. **(B)** The proportion of each subgroup of neutrophils at different time points. **(C)** Heatmap of phenotype and function score (including maturation, activation, aging, apoptosis, phagocytosis and chemotaxis) for each neutrophil cluster. **(D)** Heatmap of each sub-cluster of neutrophils based on DEGs and their top marker genes were listed. Top GO pathway enrichment analysis of Neu1 and Neu 2 subtypes were presented. **(E)** The UMAP plot depicting the developmental transition of neutrophil clusters in Neu 1-2 following injury, as revealed by RNA velocity analysis. **(F)** Violin plot suggesting Mincle expression in all macrophage sub-clusters and neutrophil sub-clusters, as well as the dynamics of Mincle in clusters of Neu1 and Mac1 at each time point after injury. **(G)** Heatmap of fibrotic score and inflammatory score in sub-clusters of Neu1-3 and Monocyte and Mac1-6. **(H)** Temporal and spatial gene expression patterns of *Clec4e, Itgam* and *Acta2*, along with fibrosis score and inflammation score, were elucidated using 10x Visium spatial transcriptomics.

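Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007, minus strand) had no part in the sub-clusters or their names. It was at 299.8 CPM (269 to 333) in Neu 1-like and 147 CPM (124 to 174) in Neu 2-like cells, a log2 ratio of 1.03 (0.74 to 1.32). Within libraries 2, 3 and 4 the ratio was 1.68, −0.04 and 1.55. Of the 50 genes that Supplementary Table S1 lists for Neu_1, 50 were higher in Neu 1-like cells, with a median log2 ratio of 1.60. Of the 50 listed for Neu_2, 31 were higher in Neu 2-like cells, and the median ratio was −0.34. Within the libraries the counts were 49, 36 and 50 for Neu_1 and 33, 40 and 48 for Neu_2. The authors chose these lists on the same cells and some of the listed genes also name the sub-clusters, so the tally is not independent evidence. The Neu_2 count rose to 50 with at most 10% mitochondrial counts, with Clec4e and Tnf as features, or without Scrublet doublets. Over all settings the Neu_2 count lay between 25 and 50, and the Neu_1 count between 32 and 50.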

Through gene ontology (GO) pathway enrichment analysis, Neu 1(high expression of *Clec4e, Ccl3, Ccl4, Tnf, Siglecf, Il1rn, Icam1, Il1a,Ccr12, Ctsb*) and Neu 2 (high expression of *Retnlg, Slpi, S100a8, S100a9, Lcn2, Ccl6, Mmp8, Lrg1*) were found to be involved in inflammatory responses (**Figure 3D**). RNA velocity analysis further elucidated the trajectory of neutrophils, revealing that Neu 2 (as a fresh mature subset) differentiated into Neu 1 (as an aged mature subset) (**Figure 3E**), which aligned well with the observed dynamic changes in neutrophil proportions as well as the defined gene set functions (**Figures 3B, C**). In addition, it turned out that Mincle was significantly up-regulated in Neu 1(**Figure 3F**). 

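Clec4e was at 1728 CPM (1652 to 1806) in Neu 1-like, 1105 CPM (1039 to 1174) in Neu 2-like and 224 CPM (202 to 248) in Neu 3-like cells. Neu 3-like cells are deeper and hold many tubule transcripts, which can lower their CPM. At their greater depth, 57.1% of them had a Clec4e UMI, against 67.3% of Neu 1-like cells. The 2 sub-clusters named Neu 1-like, N1 and N4, were at 1783 and 1515 CPM. The log2 ratio of Neu 1-like to Neu 2-like cells was 0.64 (0.54 to 0.75), and that of Neu 1-like to Neu 3-like cells 2.95 (2.79 to 3.11). Within library 2 the former ratio was 0.77 (0.35 to 1.21), within library 4 it was 0.32 (−0.01 to 0.65), and within library 3 it was −0.53 (−1.09 to −0.03). Leaving out the cells with the highest Scrublet scores and clustering again, chosen after seeing the data, turned it to −0.19. In that setting the names went to other sub-clusters, and dropping the same cells from N1 to N4 gave 0.62.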

Meanwhile, unsupervised clustering identified seven distinct cell subpopulations of mononuclear phagocytes (including monocyte and Mac 1-6). Notably, a remarkable Mincle expression was observed in two specific subsets, monocyte and Mac1 (**Figure 3F**). 

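The monocyte/macrophage-like cells formed 10 sub-clusters at the same resolution, numbered M1 to M10 by size. The paper's text names no markers for Mac 1 to Mac 6, so only the monocyte-like sub-cluster was matched. This was M3 (305 cells, led by Ly6c2, S100a8 and Hp), at 449.5 CPM of Clec4e (411 to 490). M8 (78 cells, led by Ace, Cd300e and Ear2) was at 315 CPM (238 to 409) and M1 (449 cells, led by Pf4, Ccl7 and Ccl2) at 192 CPM (172 to 213). The others lay between 26.6 CPM in M2 (368 cells, led by Vcam1, H2-Eb1 and H2-Aa) and 125 CPM in M9, apart from M6. In M6 (184 cells) 0 Clec4e UMIs were counted, which leaves room for up to 11.6 CPM. M4, M5 and M10 were led by tubule genes. Library 3 supplied 71.8% of M3 and 71.5% of M1.

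M8 was taken as the Mincle-high macrophage sub-cluster, because it had the most Clec4e outside the monocyte-like cells. Its leading genes, with Ace, Cd300e, Ear2 and Adgre4 among them, are known from non-classical monocytes, while the monocyte markers used for naming are mostly those of classical monocytes. M8 is thus not clearly a macrophage sub-cluster and need not match Mac 1. Its Clec4e is high by this choice, with a log2 ratio to the other monocyte/macrophage-like cells of 1.18 (0.77 to 1.56), and 1.63 and 0.81 within libraries 2 and 3. With the paper's number of sub-clusters, 640 cells led by Pf4, Ccl7 and Ccl2 were picked in its place.

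**Figure D3:**
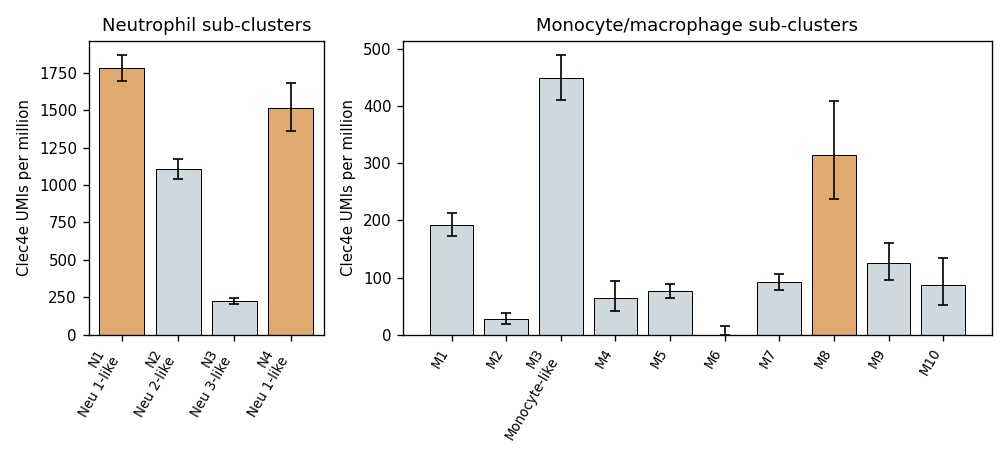
Clec4e in neutrophil (left) and monocyte/macrophage (right) sub-clusters, in CPM with Poisson 95% intervals. Orange marks the sub-clusters taken as Mincle-high.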

The Neu 1 and Mac 1 clusters presenting with dual peak expression of Mincle were identified as Mincle^high^ neutrophils and Mincle^high^ macrophages, respectively. Functional assessments revealed that these Mincle^high^ neutrophils and Mincle^high^ macrophages exhibited prominent pro-inflammatory and pro-fibrotic properties (**Figure 3G**). Moreover, spatial transcriptomics data showed a pronounced expression of Mincle at the outer-stripe of outer medulla in the kidney, with similar distribution for myeloid cells (indicated by *Itgam*) as well as inflammatory regions (indicated by inflammation score) and fibrotic regions (indicated by *Acta2* expression and fibrosis score) (**Figure 3H**). 

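Scores used 16 of the 17 fibrotic and 37 of the 38 inflammatory genes of Supplementary Table S2. Ccl3, Ccl4, S100a8, S100a9 and Lcn2 of the inflammatory set also name neutrophil sub-clusters, so that part of the neutrophil contrast is built in. In Neu 1-like, Neu 2-like and Neu 3-like cells the fibrotic score was 0.00748 (0.169), −0.0680 (0.131) and −0.233, and the inflammatory score 0.496 (0.223), 0.528 (0.194) and 0.0160. Neu 1-like minus Neu 2-like cells gave a fibrotic difference of 0.0755, with 0.101, −0.0419 and −0.00528 within libraries 2, 3 and 4. The inflammatory difference was −0.0319, with 0.0203, −0.0405 and −0.0519 within these libraries, and it turned to 0.0134 without Table S2 genes among the features. Of the Neu 1-like cells, the 680 cells of N1 had a fibrotic score of −0.0283 and the 177 cells of N4 one of 0.145.

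In M8, whose leading genes are those of non-classical monocytes, the fibrotic score was −0.000159 (0.164), against 0.00591 (0.215) in the other monocyte/macrophage-like cells. The inflammatory score was 0.0463 (0.137), against 0.240 (0.273). M7 had the highest fibrotic score at 0.431 (0.204), and M2 the highest inflammatory score at 0.596 (0.228). The fibrotic difference of −0.00606 turned to 0.0113 with at least 500 genes per cell and to 0.0231 at a Leiden resolution of 0.5. The inflammatory difference of −0.194 turned to 0.0188 with the paper's number of sub-clusters. With M1 as the Mincle-high macrophage sub-cluster, chosen after seeing the data, the differences were 0.0107 and 0.0350.

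From the sub-clusters with high Mincle and their scores, the paper concludes that Mincle-high macrophages and neutrophils are pro-inflammatory and pro-fibrotic. The scores here rank sub-clusters over all conditions at once.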

Persistent chronic renal inflammation was revealed by inflammation score peaked on day 14 after AKI (**Figure 3H**).

Therefore, Mincle was highly expressed in specific subsets of neutrophils and macrophages, displaying remarkable pro-inflammatory and pro-fibrotic properties crucial for driving CKD progression following the initial kidney injury.

### Mincle^high^ neutrophils and Mincle^high^ macrophages synergistically promote the production of TNF

To further elucidate the mechanisms driving AKI-to-CKD transition mediated by Mincle-expressing macrophages and neutrophils, we identified 54 common genes from the up-regulated genes of these two cell subsets (**Figure 4A**). 

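A gene counted as higher in a Mincle-high sub-cluster if at least 10% of its cells had a UMI and the ratio of CPM + 10 to the other cells of the class was at least 2. By this rule 484 genes were higher in Neu 1-like cells, 532 in M8 and 103 in both. Of the genes in both, the genes followed throughout were Clec4e (log2 ratios 1.65 and 1.12), Cxcr4 (1.80 and 1.66) and Bcl2a1d (2.92 and 1.23). Among the largest in both, and named only after the values were seen, were Traf1 (2.30 and 2.61) and Gngt2 (2.13 and 2.64). Since M8 was picked for its Clec4e, that gene is in the set by choice. Tnf was not in it, with ratios of 1.85 and −0.56. The other neutrophil-like cells held 945650 UMIs in Neu 2-like and 1651320 in Neu 3-like cells, the latter rich in tubule transcripts. Genes that Neu 1-like and Neu 2-like cells share can thus pass the rule. Against Neu 2-like cells alone, with the same CPM + 10, Bcl2a1d was at 2.59 and Traf1 at 1.82. Ptprc and Ifitm2, in the set and named after their values were seen, fell from 1.25 and 1.15 to 0.19 and 0.05. The cells that M8 was compared with include the tubule-led M4, M5 and M10, with 421497, 2043234 and 220253 of 9440603 UMIs. Genes common to monocyte/macrophage-like cells can thus pass the rule in M8 as well. Leaving out Neu 3-like cells and the tubule-led sub-clusters, chosen after seeing the data, lowered the count of genes in both. Requiring a UMI in at least 25% of cells gave 50 genes, a ratio of 1.5 gave 294 and a ratio of 3 gave 20. Over all settings the count lay between 2, with the paper's number of sub-clusters, and 294. It was 17 without Scrublet doublets and 35 with at most 10% mitochondrial counts. With M1 in place of M8, an alternative chosen after seeing the data, 44 genes were higher in the macrophages and 9 in both. On simulated data over 32285 genes the rule found 200 of 200 changed genes for the neutrophils and 198 of 200 for the macrophages, and called 0 and 9 unchanged genes. Changed genes were raised 4-fold and were seen in at least 10% of cells. All simulated cells of a class otherwise shared 1 profile, so calls that come from tubule transcripts or mixed cells were not probed.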

GO terms of these 54 genes were predicated to be implicated in immune-inflammatory responses and extracellular matrix synthesis (**Figure 4B**). In addition, protein-protein interaction (PPI) analysis showed that *Tnf* emerged as the hub gene closely related to the up-regulated genes in both Mincle^high^ neutrophils and Mincle^high^ macrophages (**Figure 4C**). Gene expression correlation analysis demonstrated a strong association between *Tnf* and *Clec4e* in these two Mincle^high^ immune cell subsets (**Figure 4D**). 

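Across the 857 Neu 1-like cells the Spearman coefficient of Tnf and Clec4e was 0.121 (Pearson 0.108), and 137 cells held UMIs of both genes. Within libraries 1 to 4 it was 0.0874, 0.127, 0.00362 and 0.136, and with every cell thinned to 1000 UMIs it was 0.141. Across the 78 cells of M8 it was 0.369 (Pearson 0.359), with 0.223 and 0.335 within libraries 2 and 3, and 8 cells held both genes. Thinning brought it to 0.104 over 76 cells, with 3 cells holding both. In M1 the coefficient was 0.228, and 0.0221 after thinning. In Neu 2-like cells it was 0.181, and 0.208 after thinning, with 0.0472, 0.211 and 0.0800 within libraries 2, 3 and 4, so which of these subsets had the larger coefficient differs between libraries. Over all neutrophil-like cells it was 0.158. Over all monocyte/macrophage-like cells it was 0.0608, and 0.0345 after thinning. Within libraries 1 to 5 the unthinned value was 0.124, 0.122, 0.155, 0.0976 and 0.314, each above the pooled value. In library 5 only 1 of the 68 cells had a Clec4e UMI, so its value rests on that cell. Cells of a library are not replicates, so the coefficients are given without a test.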

The CellChat algorithm-based inter-cellular communication analysis revealed important contribution of Mincle^high^ neutrophils and Mincle^high^ macrophages as ligand sources in the TNF signaling pathway network (**Figure 4E**). Correspondingly, a prominent increase in *Tnf* expression primarily in macrophages and neutrophils, particularly on day 14 was observed (**Figure 4F**). Furthermore, the *in vitro* validation confirmed a decrease in TNF expression following Mincle knockdown, while an increase was observed after overexpression of Mincle in LPS-stimulated Raw264.7 cells (**Supplementary Figures S2A–D**). 

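Tnf was at 144 CPM (132 to 156) in neutrophil-like and 145 CPM (137 to 153) in monocyte/macrophage-like cells. Dendritic-like cells were at 38.5 CPM (31.9 to 46.1), T/NK-like cells at 13.9 CPM, collecting duct-like cells at 11.7 CPM and proximal tubule-like cells at 0.125 CPM. The log2 ratio of neutrophil-like to monocyte/macrophage-like cells was −0.01 (−0.16 to 0.13) in the pooled cells, and this value depends on the setting. Within libraries 1 to 4 it was −0.51, 0.05, −0.07 and 2.01 (1.52 to 2.52 in library 4). Thinning to 1000 UMIs moved it most, to 0.50, and it was 0.31 without the cells that Scrublet calls doublets. Neu 3-like cells, at 35.1 CPM, hold 1651320 of the 3724526 UMIs of neutrophil-like cells and so lower the pooled value. In monocyte/macrophage-like cells of libraries 1 to 5 Tnf was at 276, 161, 111, 41.2 and 168 CPM.

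Among neutrophil-like cells both genes were highest in Neu 1-like cells, with Clec4e highest in N1 and Tnf in N4. Among pooled monocyte/macrophage-like cells they were not highest in the same clusters, where cluster 18, low in Clec4e, was at 257 CPM of Tnf and cluster 13 at 96.7 CPM. The libraries differ in their cells of the 2 clusters, and within libraries 1 to 4 the log2 ratio of cluster 18 to cluster 13 was 1.15, 0.45, 2.73 and −0.13 (−1.63 to 1.09 in library 4). Among sub-clusters Tnf was highest in N4 (527 CPM) and M2 (382 CPM, 349 to 417). The log2 ratio of M2 to the other monocyte/macrophage-like cells was 1.76 (1.49 to 2.05) in library 1, 1.03 (0.74 to 1.32) in library 2 and −0.56 (−1.95 to 0.75) in library 5. M2 has 170, 144, 7, 8 and 39 cells in libraries 1 to 5. M8 was at 95.6 CPM (55.7 to 153), a log2 ratio to the other monocyte/macrophage-like cells of −0.61 (−1.39 to 0.08).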

Meanwhile, TNF-α expression was reduced in macrophages and neutrophils on day 14 in Mincle knockout (KO) mice (**Figure 4G**). Hence, we identified that Mincle^high^ myeloid cells (specifically macrophages and neutrophils) synergistically contributed to TNF production during the chronic transition of AKI.

**Figure 4:**
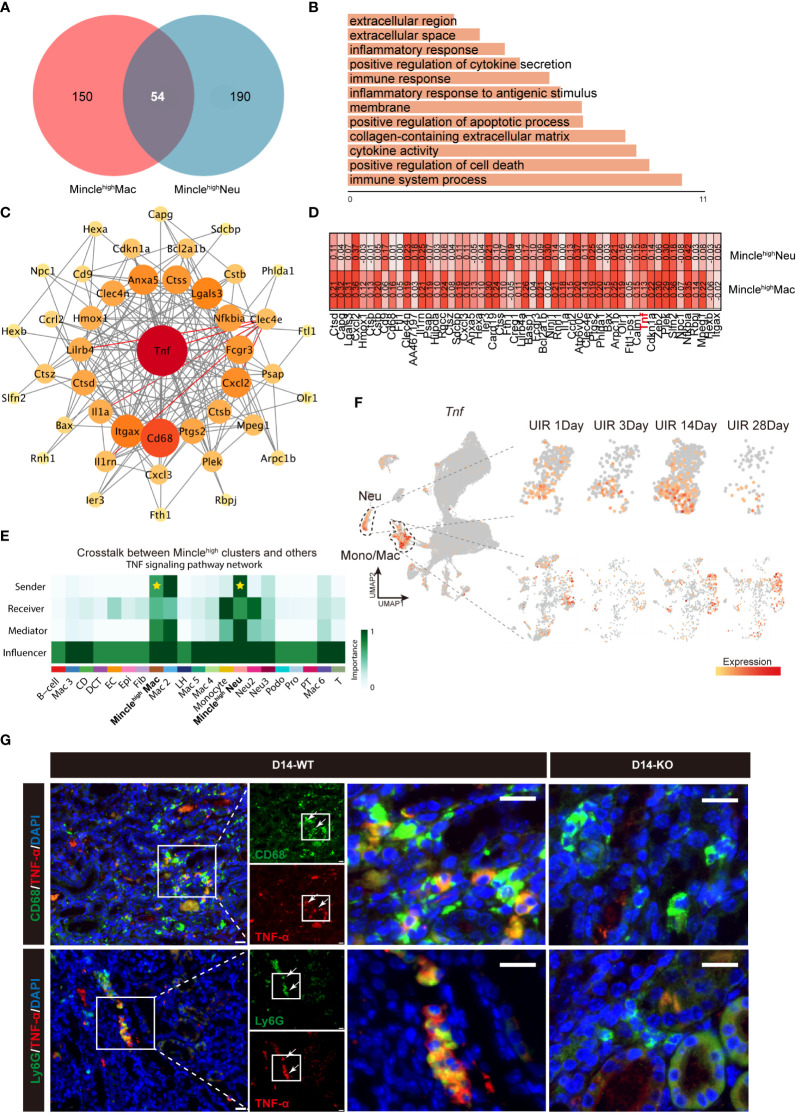
Mincle^high^ neutrophils and Mincle^high^ macrophages collaboratively facilitate TNF production. **(A, B)** DEGs and top GO terms of 54 common genes of Mincle^high^ neutrophils and Mincle^high^ macrophages. **(C)** PPI analysis of 54 common genes identified between Mincle^high^ neutrophils and Mincle^high^ macrophages. **(D)** Gene correlation analysis between *Tnf* and *Clec4e* in Mincle^high^ neutrophils and Mincle^high^ macrophages, respectively. **(E)** TNF signaling pathway indicated by relevant ligand-receptor interaction pairs predicted by CellChat between main kidney cell types. **(F)** The UMAP projection suggesting expression of *Tnf* in all different identified clusters and specific expression in neutrophils and monocytes/macrophages at different time points after injury. **(G)** Representative immunofluoresce staining of CD68^+^TNF-α^+^ and Ly6G^+^TNF-α^+^ cells in kidney of Mincle WT or KO mice on day 14 post-UIR. CD68&Ly6G, green; TNF-α, red. Scale bar, 50μm.

### Mincle deficiency protect kidney from aggravated injury and fibrosis post-UIR

Due to the distinctive expression pattern of renal myeloid-derived Mincle during both early and chronic stages of kidney injury, along with its pro-inflammatory and pro-fibrotic properties, we further investigated the renal manifestations in Mincle knockout mice. In wild-type (WT) mice, obvious tubular epithelial cell (TEC) flattening, loss of the brush border and epithelial cell nuclei, and tubular cast formation were observed after AKI, which could not be completely repaired in the late stage of the disease and was accompanied by a substantial interstitial immune cell infiltration (**Figures 5A, B**). However, Mincle knockout resulted in significant amelioration in renal pathological damage at different time points during the process of AKI to CKD (**Figures 5A, B**). Additionally, α-SMA immunofluorescence staining indicated a notable attenuation of renal fibrosis in Mincle-deficient mice (**Figures 5A, C**). In Mincle WT mice, Mincle mRNA expression confirmed a biphasic up-regulation pattern following AKI (**Figure 5D**). Quantitative analysis of kidney weight and megalin staining revealed more pronounced renal atrophy and tubular loss in WT mice than those observed in KO mice (**Figures 5E–G**). Remarkably, compared to WT group, Mincle KO mice exhibited significant down-regulation in the mRNA expression of pro-inflammatory factors (TNF-α, IL-1β, Ccl2) and fibrosis-associated factors (TGF-β, α-SMA, COL1A1) especially on day 14 (**Figures 5H–M**). Collectively, our findings demonstrated that Mincle played a critical role in renal injury and fibrosis progression after AKI probably by mediating the unresolved inflammation.

**Figure 5:**
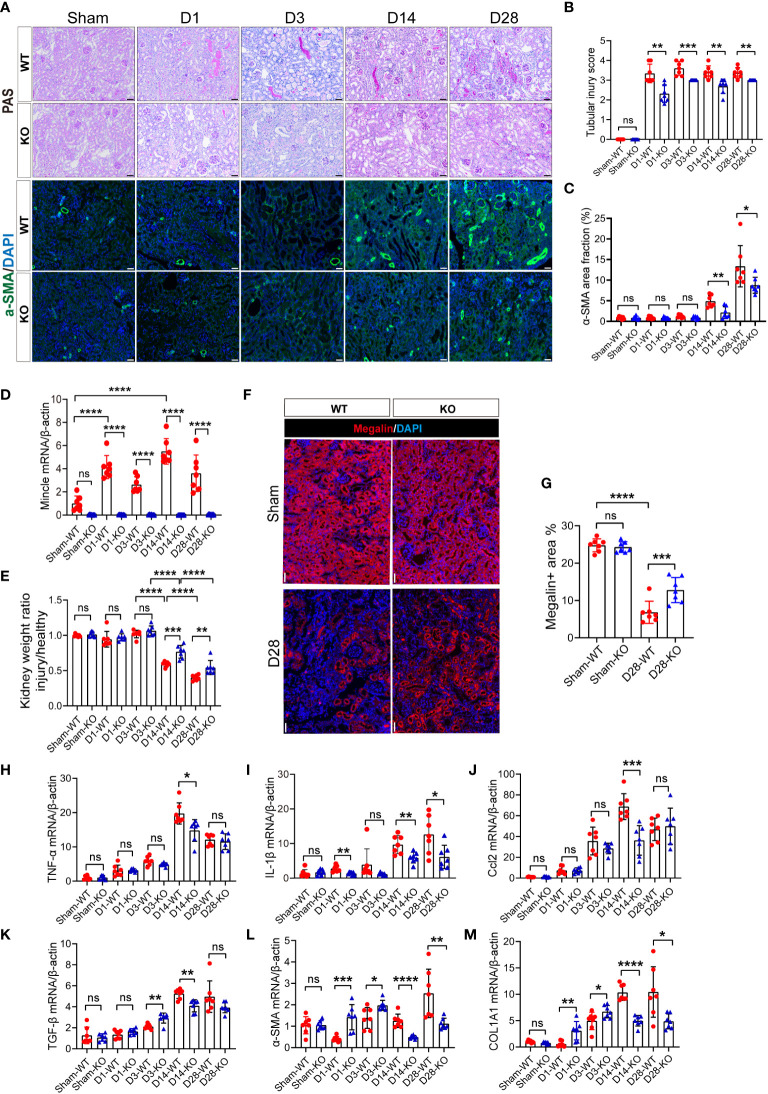
The absence of Mincle provides protection by mitigating exacerbated injury and fibrosis following UIR. **(A–C)** Acute kidney injury was induced by UIR in Mincle WT or KO mice. Renal tubular injury score was calculated according to PAS staining at each time point (Sham, day1, day3, day14 and day28) post-UIR. Representative immunofluorescent staining of α-SMA (green) in kidney at each time point after UIR. n=7. Scale bar, 50μm. **(D)** RT-qPCR analysis of Mincle mRNA in kidney from Mincle WT and KO mice. n=7. **(E)** The ratio of the weight of the injured kidney to that of the healthy (sham group) kidney. n=7. **(F–G)** Immunofluorescence staining of megalin (red) in kidney sections (Sham and day 28) after UIR with representative images. Megalin-positive areas were quantified. n=7. Scale bar, 50μm. **(H–M)** RT-qPCR analysis for the indicated inflammation and fibrosis related factors was performed on sham kidney and injured kidney samples harvested on day1, 3, 14, and 28 after injury. n=7. Data were presented as mean ± SD. ns, no significance, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

While Mincle has been extensively characterized as a key mediator of inflammation in AKI, further investigation is warranted to elucidate its role in the transition from AKI to CKD. In this research, we offered a comprehensive single-cell analysis of Mincle behavior during the progression from AKI to CKD. Using mouse models of UIR, we delineated the detrimental involvement of Mincle in the unresolved inflammation and subsequent renal fibrosis across the acute and chronic phase after AKI (**Figure 6**).

**Figure 6:**
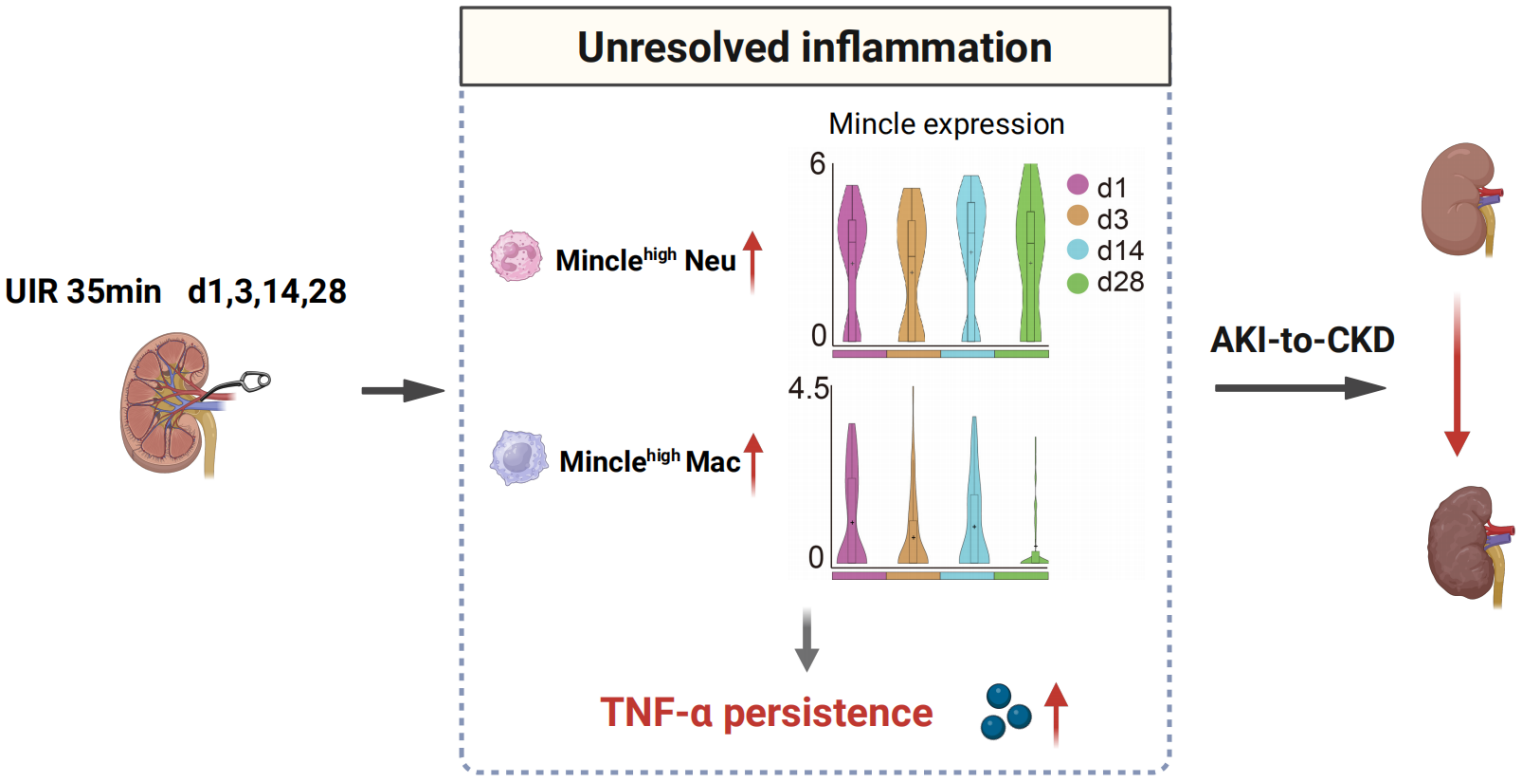
Schematic illustration depicting the involvement of Mincle in the AKI-to-CKD transition. Mincle^high^ neutrophils and macrophages contribute to unresolved inflammation by up-regulating TNF-α production, thereby driving the progression of AKI towards CKD. UIR, unilateral ischemia-reperfusion; Neu, neutrophil; Mac, macrophage; AKI, acute kidney injury; CKD, chronic kidney disease.

Initially, we identified biphasic pattern of Mincle expression during the progression of renal fibrosis which potentially contributed to the chronicity of inflammation. Previous research predominantly emphasized the pathogenic role of Mincle-expressing macrophages in AKI, confirming the initiation and exacerbation of renal inflammation by Mincle (21, 22, 28). Here, we observed a rapid up-regulation of Mincle in the initial stage of kidney injury, followed by a second peak during the chronic progression of AKI, accompanied by recruitment of immune cells and sustained inflammatory status, which exhibited a strong association with late-stage renal fibrosis. Inflammatory processes are pivotal in kidney fibrosis, involving diverse innate immune cells in establishing renal interstitial inflammation environment (2, 5). Innate immune cells not only initiate and exacerbate inflammation in the early stage, but also contribute to the progression of kidney fibrosis through sustained chronic inflammation driven by the activation of innate immune pathways (5, 7). Furthermore, in conjunction with the implementation of spatial transcriptome technology, some innate immune cells were identified in anatomical regions adjacent to fibrotic areas and were deemed to be implicated in the establishment of the renal fibrosis microenvironment (29, 30). Xu et al. recently elucidated that the sustained macrophages infiltration, along with subsequent activation of T-cells and neutrophils leading to a pro-inflammatory immune response, facilitated secondary kidney injury during AKI-to-CKD transition (11). Therefore, Mincle derived from macrophages and neutrophils may not only exacerbate early inflammatory responses but also involved in the chronic transformation of kidney injury.

Further study identified two distinct sub-clusters of Mincle^high^ macrophages and Mincle^high^ neutrophils, both exhibiting pro-inflammatory and pro-fibrotic characteristics during kidney injury progression. The recognition of functional diversity and time-dependent infiltration of immune cell signifies a critical facet in the complex pathogenesis of renal interstitial inflammation and chronic injury (7). The phenotypic heterogeneity and functional plasticity of macrophages have gained increasing interest (31). Macrophages not only participate in the early inflammatory and repair process, but also can be transformed into pro-fibrotic phenotype to mediate the collagen matrix deposition in the kidney. Utilizing single-cell RNA sequencing technology, a plethora of novel subsets of macrophages have been identified to exert distinct roles in both AKI and CKD. In the ischemia-reperfusion-induced AKI mouse model, a specific subset of monocyte-derived macrophages marked by S100a8/S100a9 expression triggered and intensified kidney inflammation (32). Additionally, an early-emerging Arg1^+^ monocyte subset displayed a pro-inflammatory and pro-fibrotic phenotype, while Ccr2^+^ macrophages appeared in late phase of injury (14). In the current study, we identified a specific Mincle^high^ macrophage population that possesses both M1 and M2 phenotypes exhibiting pro-inflammatory and pro-fibrotic characteristics, potentially sustaining renal inflammatory and fibrogenic processes. Neutrophils, recognized as primary responders in early renal injury (3, 7), have garnered increased attention in the AKI-to-CKD transition in recent researches. Persistent infiltration of specific neutrophils, such as Siglec-F^+^ or MMP-9^+^ neutrophils, is crucial for creating a pro-fibrotic microenvironment that facilitates the progressive renal fibrosis (11, 33, 34). In addition, previous report showed that the “aged” neutrophils (Cxcr4^hi^& Icam1^hi^Cxcr1^lo^) presented in the renal tissue were associated with a pro-inflammatory phenotype (35). Here, we systematically characterized three neutrophil subpopulations in UIR-induced AKI-to-CKD model. Specifically, the Mincle^high^ neutrophils were found as an “aged” sub-cluster with pro-inflammatory and pro-fibrotic signatures, prominently infiltrating during late renal UIR stages, suggesting its significant role in fibrosis progression. Therefore, Mincle^high^ macrophages and Mincle^high^ neutrophils may represent a distinct myeloid cell population implicated in inflammation and fibrosis during AKI to CKD transition. Interestingly, the expression of Mincle in neutrophils was significantly higher than that in macrophages. Nevertheless, further validation utilizing macrophage-specific Mincle-deficient mice and neutrophil-specific Mincle-deficient mice is warranted to determine whether neutrophil-derived Mincle plays a predominant role in the AKI-to-CKD progression.

Next, we found that Mincle^high^ macrophages and Mincle^high^ neutrophils contributed to the production of TNF, which was reduced significantly in Mincle knockout mice. The pathogenic role of TNF signaling pathway in kidney disease has been extensively reported. Wen et al. found that the KLF4 deficiency in myeloid cells augmented TNF-α production, thereby exacerbating necroptosis of TECs and renal interstitial fibrosis in two murine models of CKD induced by nephrotoxic serum nephritis and unilateral ureteral obstruction, however, this effect was mitigated by macrophage-specific TNF deletion (36). Utilizing single-cell transcriptomics, TNF from activated leukocytes drove Gli1^+^ cell proliferation and fostered renal fibrosis by elevating Indian Hedgehog (IHH) release from TECs (37). Moreover, an unbiased transcriptomic approach revealed shared molecular signatures of an activated kidney TNF pathway and unfavorable clinical outcomes among patients diagnosed with either minimal change disease or focal segmental glomerulosclerosis, highlighting TNF as a pivotal driver in the progression of these diseases (38). Considering the impact of TNF on renal injury and fibrosis, the dynamic infiltration of these two Mincle-expressing immune cell subsets collectively facilitates TNF production which may act as the critical contributor to the chronic transition of AKI.

Finally, we identified that Mincle deficiency protect kidney from aggravated injury and fibrosis post-UIR. New anti-inflammation therapies against renal fibrosis have been well discussed (39, 40). It has proven that targeting the endogenous ligands of Mincle represents a promising approach for alleviating renal inflammation (22, 28). Moreover, Syk inhibitors and a variety of Chinese patent medicine compounds have demonstrated the ability to suppress Mincle/Syk/NF-kB signaling pathway, consequently mitigating acute kidney inflammation induced by various etiologies (41–43). Furthermore, modulating Mincle activation via targeted manipulation of Mincle gene (23, 44) or protein receptor (45, 46) emerged as potential therapeutic avenues. Nevertheless, a limitation of this study lies in its exclusive utilization of a murine model of UIR induced AKI. Given the intricate etiologies of AKI in humans (47), it is imperative to explore alternative kidney disease models to unveil the complex mechanistic actions of Mincle in different disease contexts.

In conclusion, we have elucidated the dynamic expression of Mincle with a second peak in a UIR-mediated AKI-to-CKD model through sc-RNA seq analysis. We identified distinct Mincle^high^ macrophages and neutrophils exerting pro-inflammatory and pro-fibrotic effects, which synergistically contributed to the persistence of renal inflammatory microenvironment and accelerated renal fibrosis progression by promoting TNF production. Precisely targeting Mincle or its downstream pathways may provide a promising therapeutic avenue to impede AKI-to-CKD transition.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE267242.

## Ethics statement

The animal study was approved by The Committee on the Ethics of Animal Experiments at Southeast University (Permit No. 20210302023). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

CW: Writing – original draft, Visualization, Validation, Software, Resources, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. YZ: Writing – review & editing, Visualization, Software, Resources, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. AS: Writing – review & editing, Validation. TT: Writing – review & editing, Investigation. NL: Writing – review & editing, Software, Formal analysis. CX: Writing – review & editing, Investigation. BL: Writing – review & editing, Supervision, Project administration, Funding acquisition. LL: Writing – review & editing, Supervision, Project administration, Funding acquisition, Conceptualization.

How the deposited data were processed for this re-analysis (not part of the article)

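The authors deposited raw UMI counts for 32285 genes and 10474594 barcodes, merged over 5 libraries by Cell Ranger before any cell was called. The matrix was read as it was, and reads were not aligned again. Over all barcodes the libraries held 84355676, 82749027, 139382799, 82426945 and 94100876 UMIs, on 2236652, 1957265, 2295591, 2014479 and 1970607 barcodes. The number at the end of a barcode was used only to keep libraries apart. The labels used here do not tie it to a condition, so the 5 conditions were analysed as 1 pooled sample and the claims by time point were left out. The other left-out experiments (spatial transcriptomics, RNA velocity, gene ontology, protein interaction and cell communication, knockout mice, flow cytometry, staining and PCR) were not analysed here. The paper's methods count several matrices per condition, and the matrix has 5 libraries.

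Cells were called in each library with the 2 steps Cell Ranger uses. The first step kept barcodes with at least 10% of the UMIs of the barcode at the 99th percentile of the top 3000. The second took barcodes with at least 500 UMIs and at least 1% of the median of the first step, at most 20000 of them per library. It compared each with the ambient profile of the barcodes at ranks 45000 to 90000 over 10000 simulations, and kept those with an adjusted p of at most 0.01. The limit of 20000 applied in library 3, where the lowest barcode tested had 661 UMIs. Cells with fewer than 200 genes or more than 25% of counts on the 13 mitochondrial genes were then left out. This kept 57684 cells, against 60010 in the paper, 128295 barcodes by the filters alone and 70368 called barcodes. The lowest depth of a kept cell was 500 UMIs. UMIs in the kept cells of libraries 1 to 5 summed to 56226962, 65321471, 94838169, 51071418 and 52242234.

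Counts were normalised to 10000 per cell and logged. The 2000 most variable genes by dispersion in 20 bins, among genes seen in at least 10 cells and without Clec4e and Tnf, were scaled with a cap of 10. From these, 30 principal components, 20 nearest neighbours, a shared-neighbour graph pruned at 1/15 and Leiden clustering (resolution 1.0, seed 1, 10 iterations) gave the clusters. Neutrophil-like and monocyte/macrophage-like cells were clustered again in the same way at resolution 0.5. No batch correction was made. A cluster was scored for each class by the mean over markers of their CPM relative to the cluster where the marker was highest. It took the name of the class with the highest score if at least 3 of its markers had a UMI in at least 10% of cells. It kept no name if a second class also scored at least 0.5 with 3 markers detected (clusters 21 and 22), if its 10 leading genes held more markers of another class (clusters 4, 6 and 15, closest to proximal tubule), if haemoglobin genes led it (cluster 20), or if it was shallow with no marker in the lead. For naming, 3 rules were tried. The first asked for a marker level at 2 times that of all other cells and was dropped because it left the largest class without a name. The rule in use scores each marker against its highest sub-cluster, and so always names some sub-cluster Neu 3-like. A further rule by mean log2 ratio is among the alternatives. Both later rules were written after clusters had been seen.

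The marker lists, the limits for calling and filtering, the Leiden resolutions, the gene rule, the list of genes to name and 18 alternatives were chosen before the data were examined, and 6 alternatives were added after seeing the data. Genes named are those the paper names in its single-cell results or measures by PCR, those printed for Neu 3 in Figure 3D, those its discussion names for myeloid subsets, the 5 leading genes of each sub-cluster and the 10 leading genes of each named cluster. Any other gene is marked as named after its values were seen, and some genes on this list are not reported here. The gene printed as Ccr12 in the text was read as Ccrl2, the name in Supplementary Table S1.

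CPM values are sums over all cells of a group. A count of 0 is given with the level that 3 UMIs would make. Module scores used 24 expression bins and 100 control genes per gene. Where depth differs, cells were also thinned to 1000 UMIs, and cells below that depth were left out (367 neutrophil-like and 322 monocyte/macrophage-like cells). Doublets were kept in the main setting. Scrublet was run in each library, at its own threshold, which marked 620 cells, and at a rate of 0.8% per 1000 cells, which marked 5922. The own threshold marked 0.140%, 0.681%, 2.74%, 0.0971% and 0% of the cells of libraries 1 to 5. Alternatives covered cell calling, the gene and mitochondrial limits, both resolutions, the features, the place of dendritic-like cells, depth, the form of averages and scores, the gene rule, the correlation, the Mincle-high macrophage sub-cluster and doublets.

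The calling and the gene rule were tested on simulated data of 32285 genes. For calling, 2000 deep cells, 1000 shallow cells and 4000 empty droplets were drawn in library 3, and for the gene rule 200 genes were raised 4-fold. Gene positions are from GENCODE vM21 (GRCm38), which held 32158 of the gene identifiers of the matrix. The paper's stated annotation is Ensembl GRCm38.93. Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9.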

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

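None of the tests in this part was chosen only after its result was seen.

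Clec4e was at 22.2 CPM in 547 dendritic-like cells (68 UMIs in 28 cells), a class the paper does not show. The cluster was led by H2-Aa, Ccl17, H2-Eb1, Cd74 and Ccr7. In libraries 1 to 4 the level was 5.38, 37.1, 11.8 and 44.3 CPM, and library 5 held 12 of the cells and 0 UMIs. Free RNA could be a source, but the UMIs were 268% of the number expected if every UMI of these cells were free RNA, which argues against it. In T/NK-like cells the same figure was 39.7%. Monocytes or macrophages inside the cluster could add to the signal. In the 356 cells without a UMI of C1qa, C1qb, C1qc, Ly6c2, Chil3, S100a8 or S100a9 the level fell to 13.0 CPM (8.41 to 19.2), still above T/NK-like cells at 3.26 CPM (1.82 to 5.37). This argues against such cells as the whole source, by intervals that leave out the spread between cells. Doublets with a neutrophil are unlikely to be the whole source, since S100a8 and S100a9, absent from the 356 cells, were each found in 88.8% of neutrophil-like cells. Doublets with a monocyte and monocytes in which none of these genes was counted stay open, and neither was tested. No biological explanation was tested, since no group of the design separates dendritic cells.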

How the results depend on the processing

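The alternatives marked as added were chosen only after the results were seen: both settings that leave out the cells of highest Scrublet score, names by mean log2 ratio, scores of thinned cells, the second highest macrophage sub-cluster, and tubule-led sub-clusters left out. No paired test was run. The libraries are not tied to samples or conditions here, so the matrix counts as 1 sample and no result comes from a test. Cell classes and sub-clusters of the same library are compared library by library, as single values.

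Ratios are log2, score differences are Neu 1-like minus Neu 2-like or M8 minus other monocyte/macrophage-like cells, and rho is the Spearman coefficient of Tnf and Clec4e. The main ratios were Clec4e neutrophil/macrophage 2.66, Tnf neutrophil/macrophage −0.01, Clec4e Neu 1/Neu 2 0.64, Tnf Neu 1/Neu 2 1.03 and Cxcr4 Neu 1/Neu 2 1.10. Main neutrophil score differences were maturation −0.0564, activation 0.0422, aging 0.208, apoptosis 0.0230, phagocytosis 0.0610, chemotaxis −0.0196, neutrophil fibrotic 0.0755 and neutrophil inflammatory −0.0319. Those of the macrophages were macrophage fibrotic −0.00606 and macrophage inflammatory −0.194. Main counts and coefficients were cells 57684, shared genes 103, Neu_1 genes 50, Neu_2 genes 31, Neu 1 rho 0.121 and macrophage rho 0.369.

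Clec4e was above in neutrophil-like against monocyte/macrophage-like cells in all 12 settings (1.32 to 3.14, the former as a difference of mean log-normalized values). Tnf was above in Neu 1-like against Neu 2-like cells in 13 of 13 (0.19 to 1.85), and Clec4e in 12 of 13. The 0.19 is likewise a difference of mean log-normalized values and not a log2 ratio. The neutrophil fibrotic difference kept its direction in 14 of 14 settings and aging in 12 of 13, the latter partly by construction since Icam1 is in the set and also names Neu 1-like cells. Activation kept it in 7 of 13, and the macrophage inflammatory difference in 13 of 15. Clec4e lay between 865 and 1453 CPM in neutrophil-like cells, 113 and 175 CPM in monocyte/macrophage-like cells and 161 and 356 CPM in the Mincle-high macrophage sub-cluster. Of the values under an alternative, 143 of the main comparisons stayed, 106 moved and 18 reversed, and of the other values 117 stayed, 63 moved and 2 reversed. Values that moved or reversed are listed by alternative, and unless a reason is given the cause was not tested.

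Without cell calling the number was cells 128295. With at least 500 genes per cell the values were maturation −0.127, activation 0.0174, chemotaxis −0.0397, neutrophil inflammatory −0.0788, shared genes 157 and macrophage rho 0.198. The macrophage fibrotic difference reversed to 0.0113.

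With at most 10% mitochondrial counts the ratios were Clec4e neutrophil/macrophage 2.84, Tnf neutrophil/macrophage 0.15, Clec4e Neu 1/Neu 2 0.43 and Tnf Neu 1/Neu 2 1.55. Score differences were maturation −0.465, aging 0.129, apoptosis 0.0103, phagocytosis 0.00981, chemotaxis −0.0906, neutrophil fibrotic 0.0489 and neutrophil inflammatory −0.153. Activation reversed to −0.0391. The counts were cells 28040, shared genes 35 and Neu_2 genes 50. Names by mean log2 ratio (added) gave the same values for all comparisons of sub-clusters in this setting.

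At Leiden resolution 0.5 the values were Clec4e neutrophil/macrophage 2.97, Tnf neutrophil/macrophage 0.24 and macrophage rho 0.214. The macrophage fibrotic difference reversed to 0.0231. At resolution 2.0 they were Tnf neutrophil/macrophage −0.30, maturation −0.0140, neutrophil fibrotic 0.0432 and macrophage fibrotic −0.0240.

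With the paper's number of sub-clusters, 3 and 7, the values were Clec4e Neu 1/Neu 2 0.23, Tnf Neu 1/Neu 2 1.61, shared genes 2 and Neu 1 rho 0.197. Score differences there were maturation −0.218, aging 0.0754, apoptosis 0.0133, phagocytosis 0.00745, chemotaxis −0.0561, neutrophil fibrotic 0.201 and macrophage fibrotic −0.0141. Reversed were Cxcr4 Neu 1/Neu 2 −0.15, activation −0.0267 and macrophage inflammatory 0.0188. A sub-cluster of 640 cells led by Pf4, Ccl7 and Ccl2 was picked as Mincle-high in place of M8.

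With Table S2 genes left out of the features the values were Clec4e Neu 1/Neu 2 0.91, activation 0.0654 and macrophage fibrotic −0.00994. The following reversed: maturation 0.0384, chemotaxis 0.000702 and neutrophil inflammatory 0.0134.

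With Clec4e and Tnf allowed as features the values were Clec4e Neu 1/Neu 2 0.43, Tnf Neu 1/Neu 2 1.85, shared genes 32 and Neu_2 genes 50. Score differences became maturation −0.448, aging 0.137, apoptosis 0.00925, phagocytosis 0.0101, chemotaxis −0.0867, macrophage fibrotic −0.0108 and neutrophil inflammatory −0.145. Activation reversed to −0.0337.

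With dendritic-like cells counted among monocyte/macrophage-like cells the ratios were Clec4e neutrophil/macrophage 2.99 and Tnf neutrophil/macrophage 0.27. Thinning to 1000 UMIs gave Clec4e Neu 1/Neu 2 0.50, Clec4e neutrophil/macrophage 2.87 and Tnf neutrophil/macrophage 0.50. Scores of thinned cells (added) gave macrophage fibrotic −0.0228 and neutrophil inflammatory −0.0560. Scores without control genes gave macrophage fibrotic −0.0239. Scores without Tnf gave macrophage fibrotic −0.0104.

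The gene rule with a ratio of 1.5 gave 294 shared genes, with a ratio of 3 20, and with a UMI in at least 25% of cells 50. With M1, the second highest macrophage sub-cluster (added), the values were shared genes 9 and macrophage rho 0.228. There the differences reversed to macrophage fibrotic 0.0107 and macrophage inflammatory 0.0350. With tubule-led sub-clusters left out (added) the values were macrophage fibrotic −0.0529 and shared genes 28.

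Without the 620 cells above Scrublet's own threshold the ratios were Clec4e neutrophil/macrophage 3.03, Tnf neutrophil/macrophage 0.31, Clec4e Neu 1/Neu 2 0.41 and Tnf Neu 1/Neu 2 1.76. The score differences were maturation −0.457, aging 0.132, apoptosis 0.0106, phagocytosis 0.00603, chemotaxis −0.0928 and neutrophil inflammatory −0.154. Activation reversed to −0.0377. Gene counts were shared genes 17 and Neu_2 genes 50.

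Without the 5922 cells of highest Scrublet score at the expected rate (added) the ratios were Clec4e neutrophil/macrophage 3.14 and Tnf neutrophil/macrophage 0.46. Ratios that reversed were Clec4e Neu 1/Neu 2 −0.19 and Cxcr4 Neu 1/Neu 2 −0.62. Scores that reversed were activation −0.0614, aging −0.00898, apoptosis −0.000399 and phagocytosis −0.0311. Other scores were maturation −0.290, chemotaxis −0.0592, neutrophil fibrotic 0.182, macrophage fibrotic −0.0316 and neutrophil inflammatory −0.0523. Gene counts and coefficients were shared genes 22, Neu_1 genes 32, Neu 1 rho 0.189 and macrophage rho 0.128. This setting left out 184 of 226 Neu 3-like cells, and the names then went to other sub-clusters. With the same cells dropped and the main sub-clusters kept (added) the values were maturation −0.0856, macrophage fibrotic −0.0406 and shared genes 35. There Clec4e Neu 1/Neu 2 0.62, Cxcr4 Neu 1/Neu 2 1.08 and Tnf Neu 1/Neu 2 1.00 stayed near the main values, so the reversals may come from the new sub-clusters and names and not from the dropped cells alone.

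Depth limits what can be told: M6 held 0 Clec4e UMIs and a level up to 11.6 CPM would pass unseen, thinning left out 367 neutrophil-like and 322 monocyte/macrophage-like cells, and M8 has 78 cells. The own threshold of Scrublet marked 0 cells in library 5. Alternatives set for values by time point gave no value, since libraries were not tied to conditions.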

Differences from the paper's values

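Only the alternatives marked as chosen after seeing the data were chosen after the results were seen.

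Genes higher in both Mincle-high sub-clusters numbered 103, and the paper's value is 54. Of the alternatives set beforehand, asking for a UMI in at least 25% of cells gave 50, which is within 1.5-fold of the paper's value, the margin used. The others gave 157 (at least 500 genes), 35 (at most 10% mitochondrial counts), 127 (resolution 0.5), 117 (resolution 2.0), 2 (the paper's number of sub-clusters), 101 (no Table S2 genes among the features), 32 (Clec4e and Tnf as features), 294 (ratio 1.5), 20 (ratio 3) and 17 (without Scrublet doublets), which differ. Alternatives chosen after seeing the data also differ: 9 (M1 in place of M8), 22 (without the cells of highest Scrublet score), 28 (without tubule-led sub-clusters) and 35 (the main sub-clusters without the cells of highest Scrublet score). The paper's text gives no thresholds for its own count.

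The paper links early activation and chemotaxis to Neu 2. The chemotaxis score was higher in Neu 2-like cells (Neu 1-like minus Neu 2-like −0.0196), as in the paper, with 0.0403, −0.0161 and −0.0356 within libraries 2, 3 and 4. The activation score was higher in Neu 1-like cells (0.0422), with 0.0696, 0.00860 and −0.0231 within these libraries. It was higher in Neu 2-like cells with at most 10% mitochondrial counts (−0.0391), the paper's number of sub-clusters (−0.0267), Clec4e and Tnf as features (−0.0337) and without Scrublet doublets (−0.0377). The same held without the cells of highest Scrublet score, chosen after seeing the data (−0.0614).

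The paper gives Mincle-high sub-clusters high inflammatory and fibrotic scores. In neutrophils of all libraries together the fibrotic score of Neu 1-like cells was above that of Neu 2-like cells (0.0755), as in the paper, but within libraries 2, 3 and 4 the difference was 0.101, −0.0419 and −0.00528, so the direction held in 1 of 3. The inflammatory score was not above (−0.0319). The inflammatory score was above with Table S2 genes left out of the features (0.0134). M8 is led by genes of non-classical monocytes (Ace, Cd300e, Ear2), so it may be unlike the Mincle-high macrophages of the paper. In M8 neither the inflammatory (−0.194) nor the fibrotic (−0.00606) score was above the other monocyte/macrophage-like cells. The fibrotic score was above with at least 500 genes per cell (0.0113) and at resolution 0.5 (0.0231), and the inflammatory score with the paper's number of sub-clusters (0.0188). Both were above with M1 as the Mincle-high sub-cluster, an alternative chosen after seeing the data (0.0107 and 0.0350).

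From a protein interaction analysis of the genes raised in both Mincle-high sub-clusters, the paper names Tnf as the hub gene. It also describes a strong association of Tnf with Clec4e. Its link of Mincle to TNF rests on knockdown, overexpression and knockout experiments as well, which were not analysed here. Tnf was raised in Neu 1-like cells (log2 ratio 1.85 to all other neutrophil-like cells) and not in M8 (−0.56). M8 need not hold the same cells as the Mincle-high macrophages of the paper. Neu 3-like cells, at 35.1 CPM of Tnf, are among the other neutrophil-like cells and raise the ratio of 1.85. Against Neu 2-like cells alone it was 1.03, with 1.68, −0.04 and 1.55 within libraries 2, 3 and 4. The Spearman coefficients were positive, at 0.121 in Neu 1-like cells and 0.369 in M8, and the latter was 0.104 after thinning. The first is weak, and the second rests on 8 cells with UMIs of both genes. A strong association was thus not seen here. The paper's text does not give its type of coefficient. In Neu 2-like cells the coefficient was 0.181 over all libraries, and 0.0472, 0.211 and 0.0800 within libraries 2, 3 and 4, against 0.127, 0.00362 and 0.136 in Neu 1-like cells.

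In the main setting, Clec4e was highest in neutrophil-like and monocyte/macrophage-like cells, as the paper states. Within the latter it was highest in the monocyte-like sub-cluster, as the paper has it, and next in M8, whose leading genes are those of non-classical monocytes, so the paper's Mac 1 is not matched. Cxcr4 was higher in Neu 1-like than in Neu 2-like cells (1.10), also as in the paper, with 0.53, −1.61 and 0.19 within libraries 2, 3 and 4. Sub-clusters were named here from markers and need not hold the same cells as those of the paper.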

Other observations

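The tests of free tubule RNA in Neu 3-like cells, of M2 cells matched by score and of M2 within libraries were chosen only after the result was seen, and the other tests in this part were set before their values were known.

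Neu 3-like cells carry neutrophil and proximal tubule transcripts in the same droplets and are deeper than the other neutrophil-like cells (median 6358.5 UMIs, against 1259, 1314 and 1261). Doublets of a neutrophil and a tubule cell are a candidate explanation. Within libraries 2, 3 and 4 the median Scrublet score of Neu 3-like cells was 0.382, 0.503 and 0.363, against 0.0773, 0.116 and 0.0387 in the other neutrophil-like cells. The lowest of the former, 0.363, is above the highest of the latter. Free tubule RNA in droplets with a neutrophil could leave the same transcripts, but the marker UMIs per cell were 71.7, 7.95 and 21.7 times those of other neutrophil-like cells in these libraries, and free RNA should reach all droplets of a library alike. Scrublet scores rise with any mixed profile, so a neutrophil that has taken up tubule material, or a tubule-attached neutrophil, is not told apart from a doublet. Neither was tested.

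Tnf was highest in M2, the macrophage sub-cluster rich in C1q and MHC class II genes, where Clec4e was low. A response of immediate early genes to tissue dissociation may raise Tnf. Among cells at or below the median of a score of 11 dissociation genes, the log2 ratio of M2 to other monocyte/macrophage-like cells was 1.95 (1.48 to 2.39), from 41 and 1002 cells, against 1.83 over all cells and 1.41 above the median. This split does not make the scores alike, with means of −0.0784 and −0.290 below and 1.20 and 0.631 above. Of the 368 M2 cells, 265 could be paired with another cell within 0.1 of the score, and over these the ratio was 1.54 (1.28 to 1.81). This argues against a response that the score tracks as the whole cause in the paired cells. The unpaired cells, and a response that these genes do not track, stay open. The pairs were not kept within libraries, and M2 could also reflect the libraries that hold it. Within libraries 1 and 2 the ratio was 1.76 and 1.03, both above 0 beyond counting error, and the lowest was −0.56 (−1.95 to 0.75) in library 5, with 39 M2 and 29 other cells. Libraries 3 and 4 held too few M2 cells, so the test leaves open how far the difference holds across libraries, and no biological explanation was tested.

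Clec4e UMIs in proximal tubule-like cells are few, 72 in 32633 cells. Free RNA is a candidate source. The 72 UMIs are 6.56% of the number expected if all UMIs of these cells were free RNA, so free RNA need not fill these droplets to reach this number. In libraries 1 to 5 the level was 0.0249, 0.552, 1.15, 0.294 and 0 CPM in these cells and 0.927, 17.8, 6.34, 3.07 and 0 CPM in the ambient profile. Library 3, with 37 of the 72 UMIs, would need the largest share of free RNA, and the share in each library was not measured, so other sources of part of these UMIs stay open.

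Neu 1-like and Neu 2-like cells come mostly from different libraries, so their Clec4e difference could be a difference between libraries. Within libraries with at least 20 cells of each, the log2 ratio was above 0 in 2 of 3, and the lowest was −0.53 in library 3. The test leaves the question open. In library 3 there were 26 Neu 1-like cells, and in library 2 there were 35 Neu 2-like cells, so the direction rests on few cells of 1 of the sub-clusters in each. The conditions of the libraries are not used here, and no biological explanation was tested.

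Depth of single cells could make Tnf and Clec4e rise together. In Neu 1-like cells the Spearman coefficient was 0.121 before and 0.141 after thinning to 1000 UMIs, which argues against depth. In M8 it fell from 0.369 to 0.104, which is consistent with depth as a cause, and 8 cells with UMIs of both genes decide the value before thinning. A coefficient over cells of 5 libraries can also come from differences between the libraries, and within libraries 1 to 4 the Neu 1-like values were 0.0874, 0.127, 0.00362 and 0.136.

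The libraries differ in their myeloid cells. They held 86, 767, 610, 260 and 7 neutrophil-like and 444, 531, 788, 254 and 68 monocyte/macrophage-like cells. Clec4e in neutrophil-like cells of libraries 1 to 4 was 635, 1110.2, 732 and 761 CPM. In monocyte/macrophage-like cells of libraries 1 to 5 it was 49.0, 93.9, 233, 139 and 14.6 CPM. Condition, mouse and handling are joined in each library and were not separated.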
